# Cycloheximide can distort measurements of mRNA levels and translation efficiency

**DOI:** 10.1093/nar/gkz205

**Published:** 2019-03-27

**Authors:** Daniel A Santos, Lei Shi, Benjamin P Tu, Jonathan S Weissman

## Abstract

Regulation of the efficiency with which an mRNA is translated into proteins represents a key mechanism for controlling gene expression. Such regulation impacts the number of actively translating ribosomes per mRNA molecule, referred to as translation efficiency (TE), which can be monitored using ribosome profiling and RNA-seq, or by evaluating the position of an mRNA in a polysome gradient. Here we show that in budding yeast, under nutrient limiting conditions, the commonly used translation inhibitor cycloheximide induces rapid transcriptional upregulation of hundreds of genes involved in ribosome biogenesis. Cycloheximide also prevents translation of these newly transcribed messages, leading to an apparent drop in TE of these genes under conditions that include key transitions during the yeast metabolic cycle, meiosis, and amino acid starvation; however, this effect is abolished when cycloheximide pretreatment is omitted. This response requires TORC1 signaling, and is modulated by the genetic background as well as the vehicle used to deliver the drug. The present work highlights an important caveat to the use of translation inhibitors when measuring TE or mRNA levels, and will hopefully aid in future experimental design as well as interpretation of prior results.

## INTRODUCTION

The development of ribosome profiling has broadly enabled genome-wide analyses of active translation *in vivo* (1). The technique is based on deep sequencing of ribosome-protected mRNA fragments, or ribosome footprints, providing a quantitative snapshot of ribosome positions along mRNAs at single nucleotide resolution. When combined with traditional RNA-seq, it is possible to determine the ratio of ribosome footprints to the number of mRNA molecules for a given gene, thereby providing a measure of translation efficiency (TE) for that gene. In contrast to absolute measures of translation rates provided by ribosome profiling, TE measurements require accurate quantitation of both translation rates and mRNA abundances. TE is partially governed by intrinsic features of an mRNA such as its sequence and structure (2), but TE can also vary dynamically as a regulatory strategy. Two notable examples in budding yeast are the transcription factors Hac1 and Gcn4, whose mRNAs rapidly transition from low to high TE states when cells encounter specific stresses. Interestingly, the mechanisms driving the TE switch for these factors are completely distinct: *HAC1* mRNA is spliced by the ER-resident protein Ire1 to remove inhibitory secondary structures during the unfolded protein response (3), and *GCN4* utilizes a series of short upstream open reading frames (uORFs) in its 5′ untranslated region (UTR) that sequester ribosomes away from the main ORF in the absence of stress-induced eIF2α phosphorylation (4).

While these well-studied examples highlight the complexities of translational regulation, other instances of dynamic TE switching remain poorly understood. We initially set out to identify and characterize TE regulation during the yeast metabolic cycle (YMC), a process involving synchronized growth with well-established, coordinated gene expression changes. The YMC is initiated by culturing *Saccharomyces cerevisiae* in a chemostat with limiting glucose to control growth rate and maintain constant culture density. Under these conditions, cells grow and divide in sync, and a redox cycle is established with periodic bursts of respiration resulting in abrupt decreases in dissolved oxygen (5). Gene expression profiling has identified three distinct phases of gene expression as part of this cycle—termed the Reductive Building (RB), Reductive Charging (RC), and Oxidative (OX) phases—with greater than 50% of the overall transcriptome exhibiting variable expression (6).

Using ribosome profiling and RNA-seq, we observed that the majority of genes involved in ribosome biogenesis (commonly referred to as *ribi* genes (7)) appear to dynamically shift their TE state between the RC and OX phases of the metabolic cycle. Moreover, analysis of previous ribosome profiling studies suggests similarly large TE changes for ribi genes during amino acid starvation (8) and meiosis (9), initially suggesting a shared mechanism. However, these experiments were all conducted by treating cells with the translation elongation inhibitor cycloheximide (CHX) prior to harvesting, and upon repeating the amino acid starvation experiment without CHX, we show that TEs of ribi genes remain unchanged. We additionally demonstrate that CHX causes rapid accumulation of ribi transcripts in a TORC1-dependent manner, and the magnitude of the response to CHX depends on strain genotype and the choice of drug vehicle. Thus, CHX distorts measures of TE by causing rapid transcriptional changes which creates a new pool of untranslated mRNAs. These results underscore the caution that needs to be taken when using CHX as an experimental tool.

## MATERIALS AND METHODS

### Yeast strains and media

For the Yeast Metabolic Cycle, cells were continuously cultured in a minimal medium consisting of 5 g/l (NH_4_)_2_SO_4_, 2 g/l KH_2_PO_4_, 0.5 g/l MgSO_4_·7H_2_O, 0.1 g/l CaCl_2_·2H_2_O, 0.02 g/l FeSO_4_·7H_2_O, 0.01 g/l ZnSO_4_·7H_2_O, 0.005 g/l CuSO_4_·5H_2_O, 0.001 g/l MnCl_2_·4H_2_O, 1 g/l yeast extract, 10 g/l glucose, 0.5 ml/l 70% (vol/vol) H_2_SO_4_, and 0.5 ml/l Antifoam 204 (Sigma). For batch growth experiments, cells were grown in Synthetic Defined (SD) medium (Difco yeast nitrogen base and 2% glucose supplemented with amino acids [RDHILKMFTWYV], uracil, and adenine; or without supplementation for starvation experiments). The prototrophic *S. cerevisiae* strain CEN.PK was used for the YMC experiment. Unless otherwise stated, all other experiments utilized the strain BY4741, or derivatives thereof. Genomic knock-ins and knock-outs were generated using standard techniques (10). The *NOP2* coding sequence was replaced with the homologous sequence from *Kluyveromyces lactis* using the *URA3* pop-in/pop-out method, resulting in a marker-less strain with endogenous *NOP2* regulatory sequences. Plasmids carrying the promoter-gene hybrid reporters were generated using Gibson assembly (11), and the resulting expression cassettes were PCR-amplified and inserted at the dispensable *YHRCdelta14* LTR locus (12). Ribi transcription factors were C-terminally tagged with EGFP, and histone H2B was C-terminally tagged with mRuby2 (13). Strains, plasmids, and oligonucleotides used in this study are listed in Supplementary Tables S1–S3.

### Yeast metabolic cycle

A continuous culture of CEN.PK was established in a chemostat as previously described (14). Metabolic cycles were monitored using a dO_2_ probe, and 16 time points were chosen spanning a single cycle. At each time point, 20 ml of culture was mixed with 40 μl of a 50 mg/ml cycloheximide stock (in 100% ethanol), for a 100 μg/ml final concentration. The culture was shaken for 2 min, then centrifuged for 2 min at 4000 x g. The cell pellet was then re-suspended in ice-cold lysis buffer (20 mM Tris pH 8, 140 mM KCl, 5 mM MgCl_2_, 1 mM DTT, 100 μg/ml cycloheximide, 1% Triton X-100 and 0.025 U/μl Turbo DNase) and dripped into liquid nitrogen (ℓN_2_). Frozen droplets were stored at −80°C until further processing.

### Amino acid starvation

Cells were grown overnight at 30°C to saturation in SD, and then diluted to OD_600_ <0.1 in fresh SD medium. Cultures were incubated with vigorous shaking until the OD reached 0.4–0.6, and then half of the culture was centrifuged for 3 min at 3200 × g. The pellet was re-suspended in prewarmed SD medium lacking amino acids, and cells were shaken for an additional 20 min. CHX was then added at a final concentration of 100 μg/ml (for the matched replete sample, CHX was added to the remaining half of the culture that was not starved), and cultures were shaken for an additional 2 min before centrifuging for 3 min at 3200 × g. Pellets were re-suspended in ice-cold lysis buffer and frozen drop-wise in ℓN_2_ as described for the YMC.

For experiments without CHX pretreatment, 20 min-starved (or replete) cultures were transferred to a vacuum filtration apparatus and cells were collected on a 0.45 μm cellulose nitrate membrane (Whatman). Cells were then quickly scraped from the membrane with a metal spatula and immediately plunged into ℓN_2_. Frozen cells were stored at −80°C until further processing.

### Ribosome profiling and RNA-seq

Cells plus lysis buffer were cryogenically pulverized in a SPEX 6870 Freezer/Mill for 1 min at 15 cycles per min (for vacuum-filtered samples, frozen droplets of lysis buffer were added to the cells). The lysate powder was thawed and immediately clarified by two sequential centrifugation steps at 4°C: first for 5 min at 3000 × g, and then for 10 min at 20 000 × g.

Ribosome footprinting and library generation were carried out essentially as described in (15). RNA fragments from ∼26–34 nt were selected following RNase I digestion and PAGE separation. Barcode sequences were included on 3′ cloning linkers, and samples with unique barcodes were pooled together post-ligation when possible. A dual rRNA depletion strategy was employed, first with Ribo-Zero Gold for Yeast (Illumina), and then with biotinylated antisense oligos against rRNA species that co-migrate with ribosome footprints as described in (9).

For RNA-seq, RNA was first purified from clarified lysates using TRIzol (Invitrogen) and then rRNA was removed using Ribo-Zero Gold for Yeast. rRNA-depleted RNA was used to generate TruSeq Stranded libraries (Illumina) per the manufacturer's protocol. Ribosome profiling and RNA-seq libraries were sequenced on an Illumina HiSeq 4000 in single read 50-base mode. Each set of matched ribosome profiling and RNA-seq data is derived from a single biological sample.

### Sequencing data analysis

For ribosome profiling libraries generated in this study, linker sequences were removed from sequencing reads and samples were de-multiplexed using FASTX-clipper and -barcode splitter, respectively (http://hannonlab.cshl.edu/fastx_toolkit/). Unique molecular identifiers and sample barcodes were then removed from reads using a custom Python script. Bowtie v1.1.2 (http://bowtie-bio.sourceforge.net/) was used to filter out reads aligning to rRNAs and tRNAs, and all surviving reads were aligned to the *Saccharomyces cerevisiae* genome using tophat v2.1.1 (https://ccb.jhu.edu/software/tophat/). Counts per gene and normalized counts per gene (in reads per kilobase per million mapped reads, or RPKM) were calculated using the plastid cs program (16), with counts assigned to ribosomal P-sites determined by plastid's psite program. Regions of the yeast genome that could not be uniquely mapped from a 26-base read with two mismatches were identified using plastid's crossmap program, and these regions, along with the first 30 and last five codons of each coding sequence (CDS), were masked from RPKM calculations (for some analyses, cytoplasmic ribosomal protein abundances were separately quantified without crossmap masks, since most of these genes have nearly identical paralogs in *S. cerevisiae*). RNA-seq data were processed in the same manner, except reads first had to be reverse-complemented due to the TruSeq Stranded chemistry, and counts were assigned to the 5′-most aligned base. For viewing alignments, wiggle files were generated from genome alignments using plastid's make_wiggle program, and data were visualized in the IGV browser (http://software.broadinstitute.org/software/igv/).

For genes to be included in downstream analyses, they were required to have at least 128 mRNA counts (or 32 mRNA counts for the meiosis data from (9)) and at least 1 footprint count in the CDS. Genes listed as dubious ORFs in the Saccharomyces Genome Database (SGD, https://www.yeastgenome.org/) were not considered for analysis. Translation efficiencies were calculated for each gene by dividing the CDS footprint RPKM by the CDS mRNA RPKM, and fold changes in mRNA abundance and TE were normalized to set the median fold change of all genes to 1. Ribosome biogenesis factors were defined as non-ribosomal proteins annotated as ‘ribosomal small subunit biogenesis’ or ‘ribosomal large subunit biogenesis’ in the SGD Go Slim database. Data were analyzed and plotted using Pandas, Matplotlib, and Seaborn Python libraries.

### RT-qPCR

Amino acid starvation was carried out as described for ribosome profiling libraries, except cells were mock-treated with vehicle (ethanol or DMSO) in the no-CHX samples. Cells were harvested prior to adding CHX, and then 3, 6 and 9 min post-CHX by centrifuging 1 ml for 20 s at 11 000 × g. After aspirating the supernatant, cell pellets were immediately frozen in ℓN_2_, and RNA was purified by phenol-chloroform extraction and ethanol precipitation (17). Residual genomic DNA was degraded using a TURBO DNA-free kit (Ambion). Oligo(dT) primers were annealed to mRNA, and cDNA was generated using AMV reverse transcriptase (Promega). *NOP2* and *ACT1* (nucleolar protein 2, ribi gene; actin, housekeeping reference) cDNAs were quantified on a Roche LightCycler 480 instrument using GoTaq (Promega) PCR reactions containing SYBR Green (Life Technologies), and relative abundances were calculated using the 2^−ΔΔCt^ method (18). The starvation plus rapamycin experiment was conducted as described above, except cells were incubated for 20 min in starvation medium containing 200 nM rapamycin (Sigma) or vehicle (DMSO) prior to adding CHX. All qPCR experiments were conducted with technical triplicates.

### Time lapse fluorescence microscopy

Cells containing RFP-tagged histones and GFP-tagged ribi transcription factors were grown to OD_600_ 0.5–0.7 in SD medium and loaded into a CellASIC ONYX multi-chamber microfluidic plate for haploid yeast (Millipore). The growth chamber was perfused with SD medium at 10.8 kPa for 15 min, and then the media source was switched to SD lacking amino acids. Following 15 min of starvation the media was again switched to SD lacking amino acids plus 100 μg/ml CHX. Variations of the above scheme were also used to assess (i) the response to 200 nM rapamycin in the starvation medium, (ii) the response when CHX is not added after 20 min of starvation, and (iii) the baseline response to switching between replete media sources. For each strain/condition, two fields of view were imaged every 5 min on an inverted Nikon Ti microscope with a 40x objective (brightfield, GFP, and mCherry channels). The plate was maintained at 30°C during image acquisition. For rapamycin experiments without microfluidics, cells were transferred to glass-bottomed wells coated with Concanavalin A and allowed to settle for 5 min. Wells were then washed twice with the appropriate medium to remove non-adhered cells, and images were acquired as described above.

### Image analysis

The ratio of nuclear to cytoplasmic GFP-tagged transcription factors was determined using CellProfiler 3.1.5 (http://cellprofiler.org/). Nuclei were initially detected based on HTB2-mRuby2 signal, and then cell boundaries surrounding nuclei were defined based on GFP signal using the Propagation method with Robust Background thresholding. Cytoplasm was defined as the region of the cell not occupied by the nucleus. For each cell, the mean GFP intensities in the nucleus and cytoplasm were normalized to the mean GFP intensity of the entire cell. Nuclear localization was calculated as the normalized nuclear intensity divided by the normalized cytoplasmic intensity. A minimum of 200 cells were analyzed per strain/condition in the microfluidic experiments; 28–112 cells in glass-bottom wells.

## RESULTS

### Ribi transcripts are under apparent dynamic translational regulation during the YMC, meiosis, and amino acid starvation

To obtain a global view of translational regulation during the different phases of the YMC, we performed ribosome profiling and RNA-seq at multiple YMC time points. 

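The culture was CEN.PK, a prototrophic laboratory strain that cycles between reductive and oxidative metabolism when grown continuously at low glucose. Each of 16 time points gave 1 ribosome profiling library and 1 RNA-seq library from the same sample, so no time point has a replicate. Dissolved oxygen in the chemostat was 33.73% at time point 1, and the last sample was taken 4.25 h after the first. Every sample was shaken with 100 µg/ml CHX for 2 min before the cells were collected. Ribosome profiling sequences the mRNA fragments that ribosomes protect from RNase I, while RNA-seq measures the mRNA itself. The authors removed reads of rRNA and tRNA with Bowtie, aligned the remaining reads with tophat and counted them on each coding sequence (CDS) with plastid. A footprint was counted at its P-site and an RNA-seq read at its 5′-most base, and positions that cannot be mapped uniquely were masked. The first 30 and last 5 codons of each CDS were also masked, and the lengths in the deposited files leave out the 108 bases that these codons and the stop codon make up. The authors deposited the count and the RPKM of each gene, which is the count scaled to the length of the CDS and the total reads. Between 10133399 and 27429226 footprints per sample were counted on genes (median 18384784), and between 14537913 and 23693465 RNA-seq reads (median 20084284). TE was taken here as deposited footprint RPKM over deposited mRNA RPKM. A gene needed at least 128 mRNA counts and 1 footprint count in every sample compared, the minimums of the paper's methods, and dubious ORFs were left out. Ribi genes were taken from a list of 212 genes, of which 148 are also among the 171 genes that the authors mark as ribi in their files. Values for the authors' marked set are given beside those of this list, a comparison that was added after the files were seen. With 1 sample per time point, the median of a gene list was set against 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the conditions. Intervals, here and for the starvation libraries, cover counting error or the spread between genes only, not the spread between cultures.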

Cells were grown in a chemostat, removed at defined time points, immediately treated with CHX to arrest translation, and subsequently processed to generate ribosome profiling and mRNA libraries suitable for analysis by next generation sequencing (Figure 1A). In total, 16 time points spanning a single ∼4.5-h cycle were analyzed (Figure 1B, Supplementary Figure S1A). At each time point, TEs were calculated for each protein-coding gene by dividing the gene's normalized ribosome profiling counts by its normalized RNA-seq counts (footprint RPKM/mRNA RPKM). We then quantified the range of TEs exhibited over the span of the YMC for each gene by dividing its minimum TE in the time course by its maximum TE. 

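Both minimums were met by 4839 genes in all 16 samples of the YMC. The highest TE of a gene was a median of 2.18 times its lowest (95% interval of the median 2.16 to 2.21), and the 99th percentile of this range was 17.9-fold (15.9 to 22.2). The 99th percentile moved most with the minimum footprint count, to 7.36-fold when 128 footprints were required in every sample, where the median was 2.06-fold. Counts simulated at a constant TE for every gene, with the observed depths and sample factors, gave a median range of 1.48-fold and a 99th percentile of 1.87-fold over 100 simulations. Differences of whole samples in TE alone make 1.43-fold of this. Among genes with at least 32 footprints in every sample, the largest ranges were those of NSR1, DBP2 and MAL31. NSR1 (YGR159C) had a TE 52.5 times higher at time point 11 than at time point 4 (95% counting interval 46.5 to 59.3), from 58034 against 270 footprints. DBP2 (YNL112W) had a TE 51.9 times higher at time point 11 than at time point 4 (46.3 to 58.1). MAL31 (YBR298C) moved the other way, with a TE 43.4 times higher at time point 4 than at time point 13 (35.3 to 53.4). MAL31 belongs to a family of near-identical maltose transporter genes, so its counts rest on the positions that the mask left as unique in the reference strain.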

By this metric the median TE change for all genes during the YMC is 2.2-fold, with genes in the 99th percentile changing TE by at least 20-fold (Figure 1C, darker shade).

**Figure 1.**
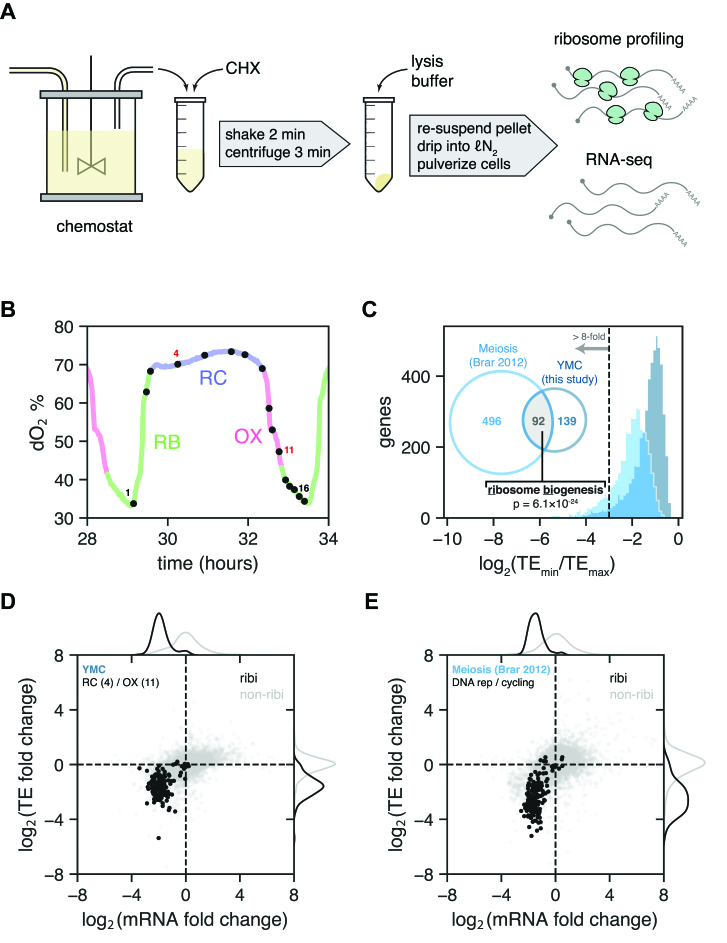
Apparent translational control of ribi genes in the Yeast Metabolic Cycle and meiosis. (**A**) Harvesting scheme from the YMC chemostat for ribosome profiling and RNA-seq. (**B**) Periodic fluctuations in dissolved oxygen for the span of the YMC during which samples were taken. Samples are numbered 1 through 16; samples 4 and 11 (red) were used to compare TE fold changes in panel D. RB, reductive building; RC, reductive charging; OX, oxidative phase. (**C**) Histograms of TE fold change (min/max) for all genes in the YMC and meiosis (9). Venn diagram shows the number of genes in each experiment exceeding 8-fold TE change, with the intersection highly enriched for ribosome biogenesis genes (SGD GO Process finder). (**D**) TE fold change vs. mRNA fold change for all ribi (black) and non-ribi (grey) genes between the RC and OX phases (YMC time points 4 and 11, respectively). Kernel density estimates of the distributions are plotted in the margins. (**E**) TE fold change vs. mRNA fold change, as in panel D, between the cycling vegetative and DNA replication time points of meiosis (9).

The same analysis was applied to previously published ribosome profiling and RNA-seq data acquired along a meiosis time course in yeast (9). In this context the median change in TE is 3.9-fold (Figure 1C, lighter shade); however, both distributions have long tails extending into the range of 100-fold or more. To investigate whether any of the strongly translationally regulated genes are shared between these distinct biological processes, we selected genes with TE change of 8-fold or greater from each experiment and analyzed the overlap of these gene sets. Remarkably, nearly half of the genes under strong translational regulation in the YMC are also strongly regulated in meiosis (Supplementary Figure S1B). Moreover, the overlapping gene set is highly enriched for ribi factors (*P* = 6 × 10^−24^) supporting the possibility of a common regulatory mechanism.

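In the YMC, 184 of 4839 genes (3.80%) reached a TE range of 8-fold or more. Simulations at constant TE gave a mean of 0.01 such genes and at most 1. Fewer than 32 footprints were counted in at least 1 sample for 65 of the 184 genes. With the second highest TE over the second lowest, 58 of the 184 genes still reached 8-fold. The lowest TE fell at time point 3 for 55 of the 184 genes and at time point 4 for 33, while the highest TE fell at time point 11 for 97 and at time point 10 for 31. Of all single time points, leaving out time point 11 changed the number of genes most, to 133, followed by time point 3 with 153. Both time points were left out after the values had been seen. The meiosis libraries of the earlier study are not analysed here, so no overlap of the gene sets is given.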

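Of the ribi genes on the list, 207 met the minimums in the YMC and 62 of them (30.0%) reached a range of 8-fold, which is 33.7% of all genes that did. Of the authors' marked set, 46 of 163 genes reached it. The median range was 5.29-fold for ribi genes and 2.15-fold for all other genes. The highest TE fell at time point 11 for 60 of the 62 ribi genes, and the lowest at time point 3 for 30, time point 2 for 19 and time point 4 for 7. The number of ribi genes at 8-fold therefore rests on time point 11, without which it was 32. It was 37 when each TE was first divided by the median TE of its sample, 15 with at least 128 footprints in every sample and 11 between the second highest and second lowest TE.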

In addition to displaying a wide range of TEs in the YMC and meiotic time courses, the TEs of individual ribi genes are also highly correlated throughout each time course (Supplementary Figures S1C-D). 

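For correlations over the 16 YMC time points, the median log2 TE of all genes was first subtracted in each sample. Pairs of ribi genes then had a median Pearson correlation of log2 TE of 0.73 (95% interval 0.68 to 0.77 from resampling genes).
For the authors' marked set the median was 0.74.
The median correlation in 1000 random lists matched on expression lay between -0.0089 and 0.069.
These are correlations across time points of single genes in 1 culture, and neighbouring time points are not independent samples.
Ribosomal protein (RP) genes had a median correlation of 0.42 (0.35 to 0.48), within the 0.27 to 0.57 of lists matched to them.

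**Figure D1:**
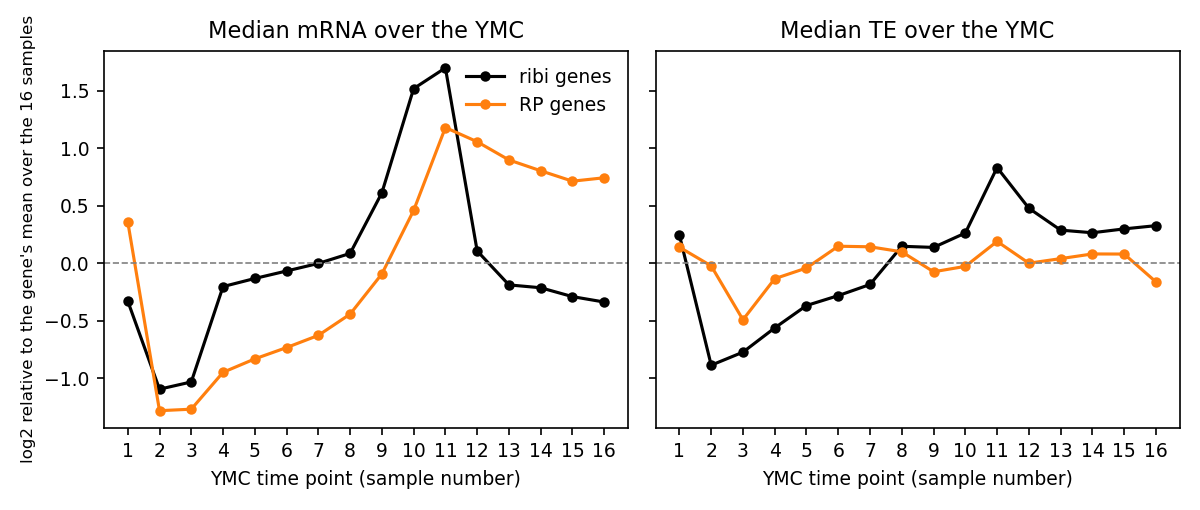
Median log2 mRNA (first panel) and TE (second panel) of ribi genes (black) and RP genes (orange) at YMC time points 1 to 16. The median of all genes was first subtracted in each sample. Each gene is shown relative to its own mean over the 16 samples, with 1 sample per time point. The ribi TE median is lowest at time point 2, at -0.89, and highest at time point 11, at 0.83, while the RP TE median stays between -0.49 and 0.19.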

By comparing TE and mRNA levels between high and low ribi gene translation states, a similar pattern emerges for both time courses in which decreased TE coincides with decreased mRNA content for the ribi genes (Figure 1D–E). Moreover, a previously published ribosome profiling study showed similar decreases in TEs and mRNA levels of ribi genes during amino acid starvation (8). 

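Time point 4 lies in the RC phase and time point 11 in the OX phase. Between these 2 samples of the YMC, 211 ribi genes met the minimums, and log2 changes are given as time point 4 over time point 11 after subtracting the median of all genes. Before that subtraction the median of all genes was 0.11 for mRNA, -0.25 for footprints and -0.35 for TE. The ribi median was -1.91 for mRNA (95% interval -1.98 to -1.78), -3.56 for footprints and -1.54 for TE (-1.68 to -1.42), each below all random lists. TE was lower at time point 4 for 209 of the 211 genes, and by more than 1 on the log2 scale for 164. In the authors' marked set of 165 genes the TE median was also -1.54. Without the subtraction, which moved these values most, the ribi TE median was -1.88. NOP2 (YNL061W), which encodes an rRNA methyltransferase of the large subunit, changed by -1.95 in mRNA and -1.68 in TE. The paper sees a joint fall of TE and mRNA in these samples, the meiosis data and a published starvation study. Taken at face value, it proposes, ribi genes are regulated together in mRNA abundance and TE.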

Taken at face value, these observations suggest that a large group of genes involved in the energetically demanding ribi pathways are coordinately regulated in their mRNA abundances and translation efficiencies.

### Observed decrease in ribi TE during amino acid starvation is CHX-dependent

To understand the mechanistic basis of this effect we chose to focus on the amino acid starvation because, of the three transitions where we observed coordinated changes in the measured TE of ribi genes, this is the most experimentally facile. 

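For the starvation experiments, BY4741, an auxotrophic laboratory strain, was grown in minimal glucose medium with amino acids. Part of the culture was moved to medium without amino acids for 20 min, and both parts were shaken with 100 µg/ml CHX for 2 min before the cells were pelleted. Each part gave 1 ribosome profiling and 1 RNA-seq library. A further 3 strains made from BY4741, which carry reporters of the ribi gene NOP2 and have the ribi repressor genes DOT6, TOD6 and STB3 intact, were taken through the same steps. The strains are yJW1861, with NOP2 under the CCW12 promoter, yJW1862, with NOP2 under its own promoter, and yJW1863, with GFP under the NOP2 promoter. Each condition has 1 sample per strain, so the 4 strains are the replicates of the response to starvation. In the replete samples of these strains, between 9359228 and 18634885 footprints (median 14935630) and between 9648356 and 14308032 RNA-seq reads (median 10993875) were counted on genes. In the starved samples there were fewer footprints, between 3812458 in BY4741 and 8295127 (median 6576170), and between 10308681 and 14773359 RNA-seq reads (median 11231007). The authors made the files in the same way as those of the YMC, except that the CDS lengths of the 3 reporter strains leave out 33 bases instead of 108. Each strain was compared only with itself, so that both sides of a ratio share a mask. In BY4741 alone, changes were computed from the deposited RPKM, with the minimums required in both samples and the median of all genes subtracted on the log2 scale. Over the 4 strains, the deposited counts were tested with edgeR's quasi-likelihood method, TMM normalization and the strain as a block, for genes with means of at least 128 mRNA counts and 1 footprint. TE was tested in 1 model over both kinds of library, as the interaction of starvation with library type.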

We were able to replicate the apparent change in TE during amino acid starvation using a slightly modified protocol in order to maintain consistency with the YMC harvesting scheme (Figure 2A, top). 

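In BY4741 harvested with CHX, 191 ribi genes met the minimums in the replete and the starved sample, while 21 did not. Starvation changed their median by -1.76 in mRNA (95% interval -1.86 to -1.65), -3.36 in footprints (-3.65 to -2.82) and -1.30 in TE (-1.71 to -1.12), on the log2 scale and below all random lists. The subtracted median of all genes was 0.19 for mRNA, 0.34 for footprints and 0.10 for TE. TE fell by more than 1 on the log2 scale for 115 of the 191 genes and by more than 2 for 61. For the 150 genes of the authors' marked set, the medians were -1.82, -3.39 and -1.28 for mRNA, footprints and TE. Requiring 32 footprints in both samples moved the TE median most, to -0.72, a minimum that removes genes whose footprints fell. Over the 4 strains, the median of the ribi genes was -1.76 ± 0.12 (SD, n = 4) in mRNA, -3.22 ± 0.11 in footprints and -1.39 ± 0.07 in TE, so the change in each measure was many times the spread between strains. As a set in the edgeR fits, ribi genes were lower in mRNA (adjusted p = 4.0e-56), footprints (adjusted p = 1.4e-68) and TE (adjusted p = 1.2e-76) by limma's camera with its preset correlation, over 18 set tests in all and in 4 of 4 strains. These 3 calls also hold under fry, with adjusted p of 1.8e-04, 4.1e-04 and 5.5e-05. Of 209 ribi genes tested with edgeR, 176 had lower TE at an adjusted p under 0.05 over all genes, 179 when adjusted over the list alone, and 1 had higher TE. Lower mRNA was called for 197 of the 209 genes (198 adjusted over the list alone) and lower footprints for 198 (198 adjusted over the list alone). Higher mRNA was called for 6 of the 209 genes and higher footprints for 3. GCN4 (YEL009C), a transcription activator that is translated when eIF2α is phosphorylated, rose by 4.76 in TE in BY4741 (95% counting interval 4.63 to 4.89) and by 0.25 in mRNA, from 571 to 5519 footprints. In the fit over 4 strains, its log2 change in TE was 3.93 (standard error 0.19, adjusted p = 3.3e-08 from edgeR's quasi-likelihood test). Its footprints rose from 49.3 ± 6.08 to 1056 ± 271 CPM (SD, n = 4), which are counts scaled to the library size after adjustment by TMM factors.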

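Over all 5064 genes tested in the 4 strains, starvation changed the mRNA of 4062 genes (2123 higher and 1939 lower), the footprints of 3845 (2018 higher and 1827 lower) and the TE of 2081 (878 higher and 1203 lower), at an adjusted p under 0.05 from edgeR. Without the strain as a block, the number for TE was 934, and it was 1361 when yJW1863 was left out. Of the genes that moved the same way in every strain, the largest rises in mRNA were those of the sulfate transporter SUL1, with a log2 fold change of 8.00 (standard error 0.32, adjusted p = 2.0e-05 from edgeR), SEO1 and MET28, with log2 fold changes of 6.68 and 5.90. The largest falls in mRNA were those of the zinc transporter ZRT1, with a log2 fold change of -4.43 (standard error 0.10, adjusted p = 7.7e-12 from edgeR), TAT1 at -4.42 and VEL1 at -4.32, of which VEL1 had as few as 1 count in a library. In footprints, SUL1, SEO1 and NIT1 rose most, by 8.24, 7.33 and 7.01, and URA7, ZRT1 and DRS1 fell most, by log2 fold changes of -7.02, -6.54 and -6.37. In TE, the gene with the largest measurable rise was DAL5, with a log2 change of 5.10 (standard error 0.38, adjusted p = 8.9e-07 from edgeR), although its counts go down to 0 in a library. YGL193C and YOL029C were also called higher but had 0 footprints in all 4 replete samples, so no size is given for them. The largest falls in TE were those of SYG1 at -6.21 (standard error 0.28, adjusted p = 5.8e-08 from edgeR) and the ribi gene JIP5 at -4.82. HAC1 was also called lower but had 0 footprints in 3 of the 4 starved samples, so no size is given for it.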

Cells were switched from minimal glucose medium with amino acids to minimal glucose medium without amino acids, and after 20 min of amino acid starvation we observed marked reductions in TEs and mRNA abundances of ribi genes as well as a pronounced increase in *GCN4* TE (Figure 2B), which is a hallmark of starvation-induced eIF2α phosphorylation.

**Figure 2.**
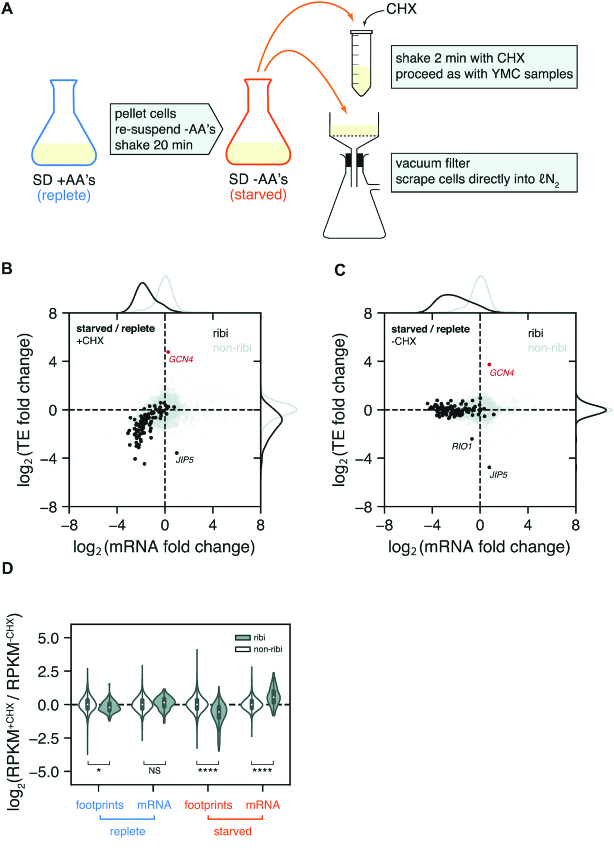
Effect of CHX on ribi gene TEs during amino acid starvation. (**A**) Amino acid starvation harvesting scheme with CHX (top) or without CHX (bottom). (**B**) TE fold change vs. mRNA fold change in starved vs. replete cells, with CHX pretreatment. As in the YMC and meiosis, ribi genes decrease along both dimensions. *GCN4* translational activation is a hallmark of eIF2α phosphorylation in starved cells. (**C**) Without CHX pretreatment, ribi TEs are unchanged except for *RIO1* and *JIP5*. (**D**) Violin plot of normalized count ratios with and without CHX pretreatment. The plot is separated by treatment (replete vs. starved), measured quantity (footprints vs. mRNA), and gene set (ribi vs. non-ribi). In starved cells, CHX pretreatment causes a decrease in footprints of ribi genes and an increase in mRNA levels of ribi genes, whereas non-ribi genes are relatively unaffected. This is also observed in replete cells but to a lesser degree. *P < 10^−2^, ****P < 10^−25^, NS not significant; two-sided *t*-test.

Up to this point all of the experiments showing changes in ribi gene TEs were conducted with CHX pretreatment, which has been well-documented to impact ribosome profiling measurements by causing accumulation of ribosomes near translation start sites (8,19), and skewing the distribution of ribosome positions in a codon-dependent manner (20,21). However, since we took appropriate precautions such as masking footprint reads from the beginning of ORFs, such effects should have a minimal impact on the measure of the average ribosome density used to determine the overall rate of translation of a message; a key component of TE measurements. Nonetheless, we wanted to ensure that the TE measurements were not affected by CHX. We therefore used an alternative harvesting protocol that does not require CHX treatment, but instead relies on rapid filtration and freezing to arrest translation (Figure 2A, bottom). Ribosome profiling and RNA-seq were then carried out using the standard protocol.

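The samples without CHX are 1 replete and 1 starved culture of BY4741, collected by vacuum filtration and frozen, each with 1 ribosome profiling and 1 RNA-seq library. The replete sample had 3632217 footprints and 10081099 RNA-seq reads counted on genes, and the starved sample 5730433 and 11394066. The samples with CHX that they are set against had 18634885 and 3812458 footprints, replete and starved. The replete sample without CHX thus had the fewest footprints in total. Of 212 ribi genes, 84 missed the minimums in the pair without CHX, against 7 between the replete samples with and without CHX. It is therefore the starved sample that limits which low ribi genes can be compared. The files were made by the authors in the same way for both ways of harvesting, with the same CDS mask. Changes were computed from deposited RPKM as for the samples with CHX, and there is no replicate of the samples without CHX. For a test of the difference in TE response, this pair was added to the edgeR model of the 4 strains with CHX, with a term for starvation, library type and CHX together. The pair without CHX is then assumed to vary like the pairs with CHX. In simulated counts with 200 changed genes of 5064, this test recovered 48% of them, and 4% of its calls were false. The simulated cultures were given no starvation response of their own, so false calls from such a response are not counted.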

Remarkably, we found that the change in ribi gene TEs was essentially abolished when cells were not treated with CHX (Figure 2C). 

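Without CHX, 128 ribi genes met the minimums in both BY4741 samples and 84 did not.
The median change on starvation was -2.07 in mRNA (95% interval -2.42 to -1.60), -2.28 in footprints (-2.70 to -1.97) and -0.07 in TE (-0.14 to 0.02).
The TE median lay at percentile 0.06 of the random lists, and at percentile 8.08 for the authors' marked set of 98 genes, whose median was -0.01.
The subtracted median of all genes was 0.28 in mRNA, 0.52 in footprints and 0.25 in TE, and without this subtraction the TE median of the ribi genes was 0.18.
With the minimums on the mean of the 2 samples it was 0.00, so no direction is given for ribi TE without CHX.
GCN4 still rose, by 3.73 in TE (95% counting interval 3.51 to 3.96).
The response of ribi TE to starvation was 1.39 higher (median log2 difference) in the pair without CHX than in the 4 pairs with CHX (adjusted p = 1.7e-72 from limma's camera, and 4.1e-04 from fry, which holds the call).
Of 209 ribi genes, 192 differed in this direction, 77 of them at an adjusted p under 0.05 from edgeR over all genes and 129 adjusted over the list alone.
Of all 5044 genes tested, 123 had a higher and 9 a lower TE response without CHX, a total of 132 that was 20 without the block, 84 without yJW1862 and 194 without the BY4741 pair with CHX.
Among genes that moved the same way against every strain, the largest differences upward were those of URA7 at 4.58 (standard error 0.57, adjusted p = 1.2e-03 from edgeR's quasi-likelihood test), DBP3 at 3.99 and RRB1 at 3.75.
The largest downward were those of SRD1 at -2.45 (standard error 0.59, adjusted p = 0.049 from edgeR), COX2 at -2.38 and TAH1 at -2.01, of which all 3 lose the threshold without the block, and SRD1 and TAH1 also without yJW1861, yJW1862 or yJW1863.
From the difference between the ways of harvesting, the paper turned to normalized counts with and without CHX, to determine how CHX pretreatment might lead to a low TE.

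**Figure D2:**
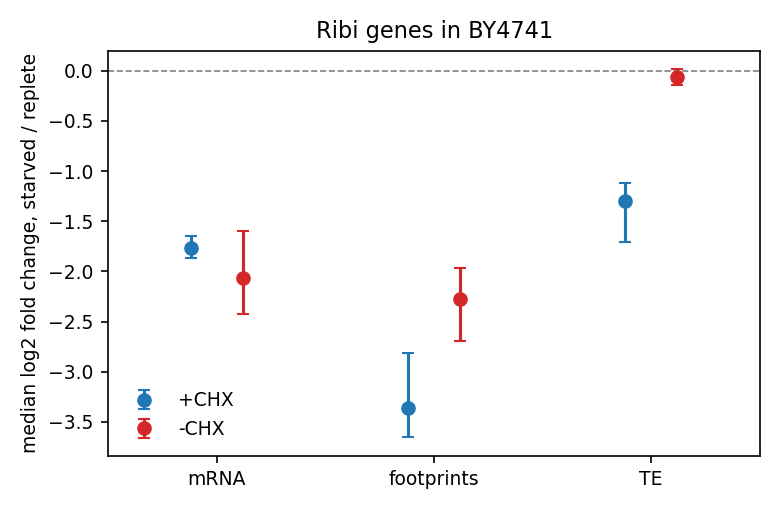
Median log2 change of ribi genes on starvation of BY4741 in mRNA, footprints and TE, harvested with CHX (blue) and without (red), relative to the median of all genes. Bars are 95% intervals of the medians over genes, with 1 sample per condition. The TE median is -1.30 with CHX and -0.07 without.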

Only two ribi genes, *JIP5* and *RIO1*, still exhibited large decreases in TE. 

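JIP5 (YPR169W) fell by 4.76 in TE on starvation without CHX on the log2 scale (95% counting interval -5.46 to -4.06), from 154 to 19 footprints, while its mRNA rose by 0.77. RIO1 (YOR119C), a protein kinase of 40S maturation, fell by 2.42 in TE (-3.04 to -1.79), from 127 to 29 footprints, with a change of -0.69 in mRNA. With CHX, the TE changes of these genes in BY4741 were -3.58 (-4.13 to -3.03) and -1.12. Over the 4 strains with CHX, the TE change was -4.75 ± 0.82 (SD, n = 4) for JIP5 and -2.34 ± 0.95 for RIO1, and their responses with and without CHX differed by 0.07 (adjusted p = 0.98) and 0.09 (adjusted p = 0.97 from edgeR's quasi-likelihood test). A fall of more than 2 on the log2 scale without CHX was found for 3 of the 128 ribi genes, JIP5, RIO1 and ESF1 (YDR365C), and for JIP5 and RIO1 of the 98 genes in the authors' marked set, which does not hold ESF1. ESF1, named after its values were seen, changed by -2.19 in TE (-2.63 to -1.76) and -1.23 in mRNA. A fall of more than 1 was found for 7 of the 128 genes.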

*JIP5*'s proximity to an upstream gene makes it difficult to assess whether the transcript architecture changes in response to starvation; on the other hand, it is clear that the *RIO1* transcript is significantly extended on the 5′ end in starved cells, which incorporates a uORF that appears to sequester ribosomes away from the canonical ORF (Supplementary Figure S2A). This ‘long undecoded transcript isoform’, or LUTI, represents a pervasive regulatory mechanism that was recently described in meiosis (22–24).

In order to determine how CHX pretreatment might lead to an apparent low TE for the ribi genes, we first compared normalized counts per gene in starvation experiments with and without CHX (Figure 2D, Supplementary Figure S2B). For the vast majority of non-ribi genes, CHX treatment did not have a substantial effect on measured gene expression in any condition. However, the ribi genes experienced significant CHX-dependent changes in both footprint and mRNA abundances, and this effect was greatly exaggerated in starved cells. 

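Log2 ratios of RPKM with CHX over without CHX were taken for BY4741 in the same medium, with the median of all genes subtracted. That median was 0.23 for mRNA and -0.74 for footprints in starved cells, and 0.29 and -0.51 in replete cells. In starved cells, the mRNA of 97.9% of 4699 genes outside the ribi list lay within 2-fold in either direction (Wilson 95% interval 97.4 to 98.3), and the footprints of 89.7% (88.8 to 90.5). In replete cells the shares of 4498 genes were 95.5% for mRNA (94.8 to 96.0) and 92.4% for footprints (91.6 to 93.2). Of the ribi genes, 94 of 128 (73.4%) lay within 2-fold for mRNA in starved cells and 91 (71.1%) for footprints, against 189 of 205 (92.2%) and 186 (90.7%) in replete cells. The limit of 2-fold was chosen after the data had been seen. Without subtracting the median of all genes, the share of other genes moved most for footprints in starved cells, to 69.2%. The ribi shares in starved cells then became 60.2% for mRNA and 34.4% for footprints. With a minimum of 32 mRNA counts they were 55.9% and 61.4% of 202 ribi genes. A minimum of 32 footprints moved them the other way, to 84.5% and 89.3% of 84.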

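In starved BY4741 cells, the median log2 ratio with CHX over without CHX was 0.59 for the mRNA of 128 ribi genes (95% interval 0.47 to 0.67) and -0.52 for their footprints (-0.70 to -0.37). The highest of the random lists had an mRNA median of 0.26. In replete cells, the medians of 205 ribi genes were 0.26 for mRNA (0.18 to 0.37) and -0.16 for footprints (-0.25 to -0.08), also outside all random lists. The authors' marked set gave 0.55 and -0.59 in starved and 0.21 and -0.19 in replete cells. Each direction held without subtracting the median of all genes, which gave 0.82 and -1.26 in starved and 0.55 and -0.68 in replete cells. Minimums on the mean of both samples moved the starved mRNA median as far, to 0.83. There is 1 sample per condition, so whether starved and replete cells differ in these ratios has no replicate check.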

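The ratio of TE with CHX over without CHX had a median of -1.14 on the log2 scale over 128 ribi genes in starved BY4741 cells (95% interval -1.45 to -0.87), and of -0.44 over 205 in replete cells (-0.56 to -0.35), both below all random lists. The median of all genes, which was subtracted, was -0.94 in starved and -0.80 in replete cells. TE was lower with CHX by more than 1 on the log2 scale for 70 of the 128 genes in starved cells and for 35 of the 205 in replete cells, and by more than 2 for 32 and for 2, CGR1 and UTP6. A minimum of 32 mRNA counts in place of 128 brought in lower genes and moved the starved median to -1.70.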

Somewhat paradoxically, pretreatment with CHX leads to increased mRNA and decreased footprint counts for ribi transcripts, which conspire to make TE measurements much lower in starvation experiments that include a CHX pretreatment step.

### CHX causes rapid induction of ribi transcripts in starved cells

A simple explanation for the difference in mRNA abundances with and without CHX pretreatment would be that CHX induces transcription of ribi genes. To test this possibility, we treated starved cultures with CHX or vehicle and measured the mRNA abundance of a typical ribi gene, *NOP2*, using RT-qPCR over a 9-min time course. Surprisingly, *NOP2* mRNA abundance increased in both the CHX- and vehicle-treated samples, although the magnitude of the increase was much larger with CHX (Figure 3A, orange lines). In this case the vehicle was ethanol, which is the drug manufacturer's recommended solvent. The working solution was made at a 500× concentration, therefore the quantity of added ethanol in the culture after treatment was 0.2% by volume. We next tested whether the response could be replicated with larger or smaller amounts of ethanol alone. Indeed, treatments of 0.4% and 0.1% ethanol proportionally scaled the *NOP2* mRNA increase relative to 0.2% ethanol (Supplementary Figure S3A).

**Figure 3.**
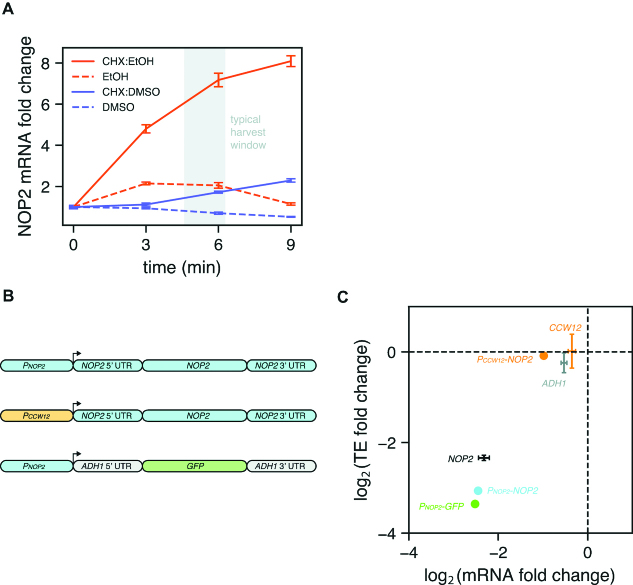
CHX influences the TE of a ribi gene via transcription. (**A**) CHX or vehicle was added to starved cells at *t* = 0 and relative abundance of a ribi mRNA (*NOP2*) was monitored over time. *NOP2* transcripts accumulate faster and to a greater degree when CHX is dissolved in ethanol as opposed to DMSO. The shaded area indicates the typical amount of elapsed time between CHX pretreatment and freezing of cells for ribosome profiling experiments in this study. Error bars represent the standard deviation of three technical replicates from a single biological sample. (**B**) Reporter constructs with various promoter, coding sequence, and UTR elements were integrated into the dispensable *YHRCdelta14* locus. Sequences from the ribi gene *NOP2* are shaded blue. (**C**) TE fold change versus mRNA fold change for reporter strains in panel B following amino acid starvation. TE and mRNA only decrease when the *NOP2* promoter is driving expression. Fold changes for endogenous genes (*NOP2, CCW12, ADH1*) are represented as mean ± standard deviation across 2–4 independent experiments.

Since CHX is also routinely dissolved in dimethyl sulfoxide (DMSO), we repeated the same experiment with CHX in DMSO or with DMSO alone. While *NOP2* mRNA abundance did increase following several minutes of drug treatment, the magnitude of the increase was 3- to 4-fold smaller compared to treatment with CHX in ethanol (Figure 3A, purple lines). This discrepancy does not appear to be due to gross differences in the activity of CHX in each solvent, since both formulations arrested growth with equal potency (Supplementary Figure S3B). Interestingly, the response to ethanol is strain-specific, as a prototrophic strain treated with CHX in ethanol exhibits a similar *NOP2* mRNA increase as our auxotrophic lab strain treated with CHX in DMSO (Supplementary Figure S3C). Therefore, in yeast starvation experiments that include CHX pretreatment—especially if the strain is auxotrophic and CHX is dissolved in ethanol—cells accumulate ribi transcripts from the time CHX is added to the culture until cells are frozen in liquid nitrogen.

We reasoned that if the apparent TE decrease in starved cells is due to transcription of new ribi messages following CHX treatment, then a ribi promoter should be necessary and sufficient for the effect. Since most ribi genes are essential in yeast, we started by replacing the endogenous *NOP2* coding sequence with a homologous sequence from *K. lactis* which contains enough nucleotide differences to be readily distinguished from the *S. cerevisiae* sequence using deep sequencing. 

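Reporters were read in 3 strains made from BY4741, each harvested with CHX as 1 replete and 1 starved sample, so the reporters themselves have no replicates. In yJW1861 and yJW1862, the CDS of the endogenous NOP2 gene is that of Kluyveromyces lactis, and the S. cerevisiae NOP2 sequence is transcribed from the CCW12 promoter or the NOP2 promoter. In yJW1863, GFP flanked by UTRs of ADH1 is transcribed from the NOP2 promoter and the endogenous gene is unchanged. CCW12 encodes a cell wall protein and ADH1 an alcohol dehydrogenase, neither a ribi gene. The authors counted reads on the reporter and K. lactis sequences in the same way as on other genes and deposited both counts and RPKM. The starved samples, which limit the precision, had 6615602 footprints in yJW1861, 6536738 in yJW1862 and 8295127 in yJW1863. Changes are log2 ratios of RPKM, starved over replete, with the median of all genes subtracted.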

We then introduced different *NOP2* reporter constructs elsewhere in the genome, allowing us to unambiguously quantify their expression via ribosome profiling and RNA-seq, and thus determine the influence of promoters, UTRs, and coding sequences on TE (Figure 3B, Supplementary Figure S3D). 

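NOP2 under its own promoter in yJW1862 changed by -2.45 in mRNA (95% counting interval -2.57 to -2.33) and by -3.06 in TE (-3.56 to -2.57) on starvation, from 1876 to 35 footprints. The endogenous NOP2 gene changed by -2.32 ± 0.16 (SD, n = 2) in mRNA and -2.34 ± 0.08 in TE in BY4741 and yJW1863, the strains that keep its own CDS. In BY4741 it went from 2263 to 30 footprints. Its TE change there was -2.29 (-2.82 to -1.76), an interval that overlaps that of the construct.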

As expected, with CHX pretreatment, a fully wild-type *NOP2* gene exhibited decreases in TE and mRNA levels following amino acid starvation (Figure 3C). However, when *NOP2* was instead transcribed from the non-ribi *CCW12* promoter, the decrease in mRNA abundance was severely attenuated and the change in TE was eliminated entirely. 

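NOP2 under the CCW12 promoter in yJW1861 changed by -0.98 in mRNA (95% counting interval -1.003 to -0.96) and by -0.09 in TE (-0.12 to -0.05), from 59911 to 14758 footprints. The endogenous CCW12 gene changed by -0.35 ± 0.10 (SD, n = 4) in mRNA over the 4 strains, and by 0.01 ± 0.44 in TE. Its TE differed between strains, at -0.63 in BY4741 and 0.15, 0.28 and 0.26 in yJW1861, yJW1862 and yJW1863, and its mean was not told apart from 0 (log2 change -0.02, standard error 0.23, adjusted p = 0.96 from edgeR).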

Finally, an exogenous GFP sequence flanked by non-ribi *ADH1* UTRs transcribed from the *NOP2* promoter exhibited decreases in mRNA and TE similar to those observed for wild-type *NOP2*. Collectively, these reporter experiments demonstrate that a ribi promoter is both necessary and sufficient to recapitulate the low TEs observed in amino acid-starved cells when CHX pretreatment is used.

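GFP under the NOP2 promoter in yJW1863 changed by -2.52 in mRNA (95% counting interval -2.64 to -2.398) and by -3.36 in TE (-3.89 to -2.82), from 2216 to 30 footprints. In the same strain the endogenous NOP2 gene changed by -2.44 in mRNA and by -2.397 in TE (-2.71 to -2.09), so the intervals of the TE changes lie next to each other without overlap, while the mRNA changes differ by less than the counting interval. ADH1, the source of the UTRs of the construct, changed by -0.53 ± 0.08 (SD, n = 4) in mRNA and -0.24 ± 0.26 in TE over the 4 strains (log2 change in TE -0.28, standard error 0.16, adjusted p = 0.17 from edgeR).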

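The K. lactis NOP2 sequence, transcribed from the endogenous NOP2 promoter, changed by -2.002 in mRNA and -3.58 in TE (95% counting interval -4.10 to -3.06) in yJW1861, from 2878 to 31 footprints. In yJW1862 it changed by -1.90 in mRNA and -4.38 in TE (-5.03 to -3.74). Within yJW1861, the TE change of the construct with the CCW12 promoter therefore lies far outside the interval of the K. lactis sequence, which kept the NOP2 promoter. From the constructs with exchanged promoter, CDS and UTRs, the paper concludes that a ribi promoter is needed for a low TE after CHX pretreatment and is enough to give one.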

### CHX-induced ribi transcription requires TORC1 signaling

We next sought to identify the factors mediating the transcriptional response of ribi genes to CHX. The Target Of Rapamycin (TOR) protein kinase emerged as a candidate given its central role in regulating ribosome biogenesis in response to nutrient availability (25). In budding yeast TOR is a member of two protein complexes, TORC1 and TORC2, the former of which promotes growth when conditions are favorable, and is inactivated by the macrolide antibiotic rapamycin (26). Upon nutrient starvation or rapamycin treatment, reduced TORC1 signaling leads to inhibition of rRNA and ribosomal protein gene transcription, as well as global attenuation of translation initiation (27). Since ribi gene transcription was reactivated in the presence of CHX despite poor nutrient conditions, we speculated that the TORC1 pathway might be involved. To test this possibility, we measured changes in *NOP2* mRNA abundance induced by CHX in the presence and absence of rapamycin. After shifting cells to starvation medium containing rapamycin or vehicle and incubating for 20 minutes, CHX was added and *NOP2* mRNA abundance was monitored over time by qPCR. *NOP2* transcript levels increased by nearly 8-fold in vehicle-treated cells but remained unchanged in rapamycin-treated cells (Figure 4A), demonstrating that TORC1 signaling is required for CHX-mediated ribi transcription.

**Figure 4.**
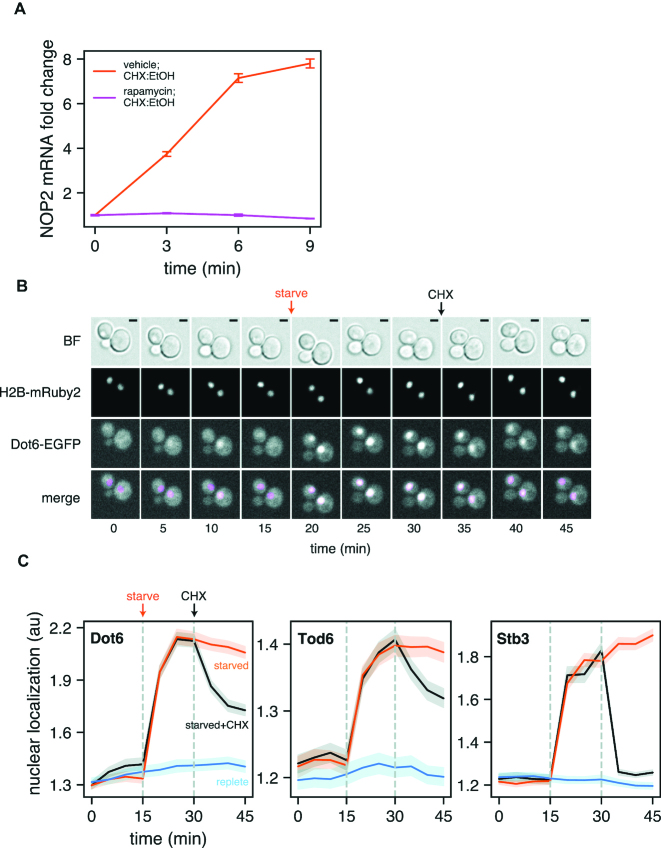
CHX-induced ribi gene transcription requires TORC1 signaling. (**A**) Cells were transferred to starvation medium and simultaneously treated with rapamycin or vehicle (DMSO). After 20 min CHX was added and *NOP2* mRNA abundance was monitored over time. Rapamycin treatment abolishes transcriptional activation. Error bars represent the standard deviation of three technical replicates from a single biological sample. (**B**) Dot6 and histone H2B were tagged with EGFP and mRuby2, respectively, and cells were immobilized in a CellASIC microfluidic device. Images were acquired as replete medium was flowed over the cells for 15 min, followed by 15 min of starvation medium, and finally 15 min of starvation medium plus CHX. Dot6 rapidly localizes to the nucleus upon starvation and exits the nucleus after CHX treatment. Nuclei are false-colored magenta in the merged image. BF, brightfield with 2 μm scale bar. (**C**) The experiment in panel B was conducted with EGFP-tagged Dot6, Tod6, and Stb3; cells were also kept in replete medium (blue) or not treated with CHX (orange) as controls. Nuclear localization was defined as the fraction of GFP signal in the nucleus relative to the signal in the cytoplasm. All three transcription factors exit the nucleus upon CHX treatment; Stb3 responds most robustly. Localization data is plotted as the mean of all cells observed (*n* = 213–310) with 95% confidence interval.

Expression of ribi genes is specifically regulated by at least three transcription factors—Dot6, Tod6, and Stb3—which bind two conserved sequence motifs in ribi promoters to repress transcription (28). These factors are phosphorylated by the kinase Sch9, itself a direct target of TORC1 (29), which is thought to mediate their nuclear localization and/or chromatin binding affinity (30). To assess whether CHX treatment affects the sub-cellular localization of these factors, we C-terminally tagged each with EGFP and monitored their localization in live cells. Using a microfluidic device, we were able to rapidly switch between different media and image the same cells over time. In replete medium, all three transcription factors are evenly distributed throughout cells, and within 5 min of amino acid starvation they accumulate in the nucleus. Strikingly, within 5 min of treating starved cells with CHX, all three transcription factors begin to exit the nucleus (Figure 4B–C), and after 15 min nuclear localization is reversed by 35–50% (Tod6, Dot6) or up to 90% (Stb3). Rapamycin did not prevent these factors from leaving the nucleus upon CHX exposure using this experimental setup (Supplementary Figure S4A), however it is well-documented that small molecules can be absorbed by the polymer that constitutes the channels of this microfluidic device (31–33). After repeating the rapamycin/CHX treatment regimen in a flask and imaging in glass-bottom wells, we observed significantly more nuclear localization post-CHX for all three transcription factors in rapamycin-treated cells (Supplementary Figure S4B). Taken together, these data suggest that CHX works through TORC1 and Sch9 to relieve transcriptional repression of ribi genes, despite poor nutrient availability.

## DISCUSSION

Ribosome profiling provides an unprecedented view into the absolute rate of translation, and paired with mRNA measurements, translation efficiency. However, such measurements depend on the ability to accurately freeze the translational state of a cell which can be challenging due to the rapid kinetics of translation initiation and elongation. To overcome this challenge, translation elongation inhibitors such as CHX are often used to ‘lock’ ribosomes in place prior to harvesting. Such treatment comes with well-described caveats such as accumulation of ribosome density near translation start sites, and ‘smearing’ of ribosome density in gene bodies. However, with proper precautions, these effects typically have minimal impact on the overall rate of translation as measured by the average ribosome density across the body of an mRNA. The present work adds the prospect of rapid CHX-induced transcription as a distinct and potentially more pervasive artifact when one is attempting to measure TE.

Here, we show that what appears to be strong translational regulation of a large group of ribi genes during amino acid starvation is in fact an experimental artifact caused by CHX pretreatment. Even brief drug exposure (5–6 min) leads to a substantial increase in ribi mRNAs, and due to the presence of CHX, these new messages cannot be translated. This together with a decrease in ribosome-protected footprints of ribi genes leads to artificially low measured translation efficiencies. Using *NOP2* as a representative ribi gene, we find that the increased ribi mRNA content in CHX-treated samples is due to rapid accumulation of transcripts upon drug exposure. Remarkably, the solvent used to make a CHX working solution has a large effect on the response to the drug: while CHX dissolved in DMSO leads to a slight increase in mRNA after 9 min, CHX dissolved in ethanol multiplies the increase by as much as 4-fold. Even more surprising is the observation that as little as 0.1% ethanol by itself is enough to transiently increase *NOP2* levels, but only in an auxotrophic lab strain. This heightened sensitivity to ethanol could be the result of abnormal utilization of glucose by auxotrophs, which may respond more readily to otherwise unfavorable carbon sources such as ethanol and increase expression of pro-growth genes (34). Since the *NOP2* increase from CHX in ethanol is much greater than the sum of the individual increases induced by CHX in DMSO or ethanol alone, CHX and ethanol may influence ribi mRNA abundance through separate pathways.

The CHX-dependent decrease in ribi gene ribosome-protected footprints is surprising in light of prior observations that CHX inhibits mRNA decay (35), therefore one might assume *a priori* that CHX treatment would actually increase relative footprint abundances in cases when transcription is shut off (e.g. ribi genes during starvation) and old mRNAs are turned over. Notably, ribi transcripts are highly enriched in certain codons for aspartate, glutamate, and lysine (Supplementary Figure S2C), and all genes enriched in these codons—ribi or otherwise—tend to have fewer footprint counts in CHX-treated samples (Supplementary Figure S2D). Although this effect of CHX on footprint counts remains enigmatic, it is possible that when charged tRNA pools are depleted (as is the case during amino acid starvation), in the presence of CHX, ribosomes engaged in translating these codons are more likely to encounter collisions that trigger ribosome quality control pathways, resulting in clearance of these ribosomes from the mRNA (36).

When conditions are unfavorable for growth, ribi gene expression is shut off by at least three transcriptional repressors. Using time-lapse fluorescent microscopy, we show that adding CHX to starved cells causes these factors to exit the nucleus within 5 min. These factors are phosphorylated by the TORC1 substrate Sch9 to regulate their activity, and Sch9 phosphorylation is known to increase in response to CHX (29). Our observations are consistent with a model in which CHX activates TORC1 signaling in starved cells, overriding the starvation response and causing nuclear export of the ribi gene transcriptional repressors. Transcription of the ribi genes thus resumes, but in the presence of CHX the new mRNAs are not translated, leading to what appears to be strong translational repression (Figure 5). Although we cannot formally rule out a CHX-driven change in ribi mRNA stability, the most parsimonious explanation given our observations is that the accumulation of mRNAs is due to increased transcription. In support of this hypothesis, we show that when CHX pretreatment is used to harvest cells, a ribi promoter sequence is necessary and sufficient to impart ‘low’ TE on a reporter gene following amino acid starvation, independent of UTR sequences. We also show that CHX causes rapid re-partitioning of ribi transcription factors within the cell, but blocking TORC1 signaling with rapamycin prior to adding CHX suppresses ribi transcriptional repressor egress from the nucleus and abolishes accumulation of a ribi transcript in starved cells. It is worth noting that ribi mRNA abundances still decrease following amino acid starvation in a strain with all three transcriptional repressor genes deleted, so additional factors are likely involved (Supplementary Figure S4C). It is also important to note that genes encoding ribosomal protein (RP) subunits are not subject to these effects, as their overall TE fold changes in the YMC and meiosis are comparatively low (Supplementary Figure S1B), and CHX pretreatment did not lead to increases in their measured mRNA abundances or decreases in measured ribosome footprints (data not shown). 

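The libraries labelled as the dot6 tod6 stb3 deletion (yJW1864) are 1 replete and 1 starved sample harvested with CHX, with a ribosome profiling and an RNA-seq library each and no replicate. They hold 20036606 and 6928732 footprints and 14300314 and 12659745 RNA-seq reads, replete and starved. The targeted genes were read first. DOT6 had 4 and 9 mRNA counts and TOD6 1 and 0 in the replete and starved sample, against at least 2429 for DOT6 and at least 160 for TOD6 in any sample of the 4 strains with intact repressors. STB3 had 921 and 1062 mRNA counts and 857 and 657 footprints. That is 68.2% and 70.6% of the mean of the intact strains for mRNA, and 98.9% and 123% for footprints. The same mRNA shares were 74.7% and 71.2% for SCH9, and 83.0% and 71.2% for HTB2. They were 91.5% and 80.6% for ACT1, and 91.0% and 105% for HIS3. The mRNA shares of STB3 are therefore not by themselves read as a partial loss. The counts of STB3 go against the label, so directions drawn from these libraries belong to the library labelled as the triple deletion. The files were made by the authors as for BY4741, with the same mask, and changes were computed from RPKM in the same way. In the library labelled as the triple deletion, the median log2 change of 210 ribi genes on starvation was -0.74 in mRNA (95% interval -0.82 to -0.65), -0.80 in footprints (-0.98 to -0.68) and -0.13 in TE (-0.21 to -0.04). The TE median lay at percentile 1.02 of the random lists, and the mRNA and footprint medians lay below all of them. For the authors' marked set of 164 genes the medians were -0.76, -0.91 and -0.19. Without subtracting the median of all genes, which was 0.19 in mRNA and 0.18 in footprints, the mRNA median moved most, to -0.55. TE fell by more than 2 on the log2 scale for 2 of the 210 genes, JIP5 at -4.35 (95% counting interval -4.77 to -3.92) and NSR1 at -3.11 (-3.33 to -2.89). From the remaining fall in ribi mRNA, the paper proposes that additional factors are likely involved in ribi repression. Since STB3 was read in these libraries, their remaining fall cannot tell such factors from Stb3 itself.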

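In the YMC, 111 RP genes changed by a median of -2.13 in mRNA, -2.504 in footprints and -0.47 in TE between time points 4 and 11 (95% interval of TE -0.56 to -0.34), on the log2 scale relative to all genes. In starved BY4741 cells, the ratio with CHX over without CHX had a median of -0.28 in mRNA over 104 RP genes, at percentile 11.83 of random lists matched on expression. Their footprint ratio was -0.24 (-0.50 to -0.09), below all random lists, of which the lowest had -0.04, and their TE ratio was -0.06, also below all random lists (lowest 0.11). In replete cells, 112 RP genes had median ratios of -0.04 in mRNA and 0.70 in footprints, both above all random lists (highest -0.17 and 0.63), and of 0.62 in TE, just below all of them (0.63 to 0.89). Without subtracting the median of all genes the mRNA ratio was 0.25 and the TE ratio -0.18, so the direction of both depends on it. On starvation with CHX, RP genes changed by -2.09 ± 0.11 (SD, n = 4) in mRNA, -2.49 ± 0.55 in footprints and -0.41 ± 0.39 in TE over the 4 strains. The spread in TE comes from BY4741, at -0.99, without which the mean of the other strains was -0.22. As a set, RP genes were lower in TE (adjusted p = 8.1e-04 from limma's camera, and 0.047 from fry). On starvation of BY4741 without CHX, 106 RP genes changed by -1.95 in mRNA, -2.34 in footprints and -0.30 in TE.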

Interestingly, studies in the fission yeast *Schizosaccharomyces pombe* have shown CHX-dependent changes in RP gene TEs during nitrogen starvation and histidine biosynthesis inhibition, suggesting a similar CHX-induced mechanism operating on a distinct regulon (37,38). Ribi and RP genes are regulated by different sets of transcription factors in *S. cerevisiae* (39–41), and ribi gene expression peaks just before that of the RPs during the YMC, supporting the idea that decoupling ribi from RP gene regulation allows ribosome assembly machinery to accumulate before subunits are produced (42).

**Figure 5.**
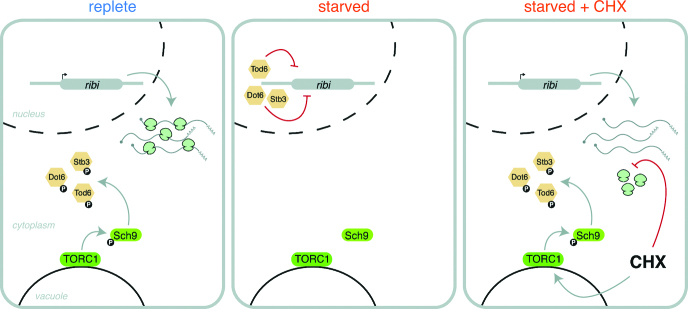
Proposed model of the influence of CHX on ribi gene TEs. In replete conditions TORC1 signaling is active, leading to inhibitory phosphorylation of ribi gene transcriptional repressors and active transcription/translation of ribi genes. In starved cells, TORC1 signaling decreases, thereby allowing ribi transcriptional repression. Upon adding CHX to starved cells, TORC1 signaling resumes and new ribi transcripts are produced. In the presence of CHX, however, these mRNAs cannot be translated and apparent TE is low.

Although the precise mechanism of CHX-induced Sch9 phosphorylation remains unknown, a plausible explanation is that an increase in cytoplasmic concentrations of free amino acids following global translation arrest mimics a shift to nutrient-rich conditions, leading to TORC1 activation (43,44). Therefore, it is possible that other stress conditions resulting in Sch9 dephosphorylation could be subject to translation inhibitor artifacts. These conditions include carbon/nitrogen/phosphate starvation, osmotic stress, redox stress, and heat shock (29); and potentially affected genes in the TOR regulon are numerous. Indeed, cells in two distinct growth conditions—the YMC and meiosis, both involving carbon and/or nitrogen limitation—had similarly low TE of ribi genes when CHX pretreatment was used in the ribosome profiling protocol. CHX is an invaluable tool, but it is important to be aware of the complex interplay between drug formulation, culture conditions, and cell genotype that can lead to unexpected results. We hope that this work will aid future ribosome profiling experimental design by highlighting additional pitfalls one might encounter as a result of treating cells with CHX, as well as ways to mitigate them.

## DATA AVAILABILITY

The raw and processed sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE125038.

## Supplementary Material

gkz205_Supplemental_Files Click here for additional data file.

# Supplementary material for: Cycloheximide can distort measurements of mRNA levels and translation efficiency
**Source:** Nucleic Acids Res. 2019 Mar 27;47(10):4974–85. doi: 10.1093/nar/gkz205
**Supplement:** gkz205_Supplemental_Files

Figure S1

A)

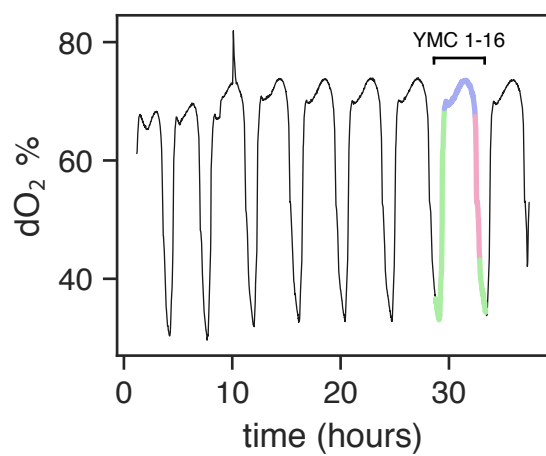

B)

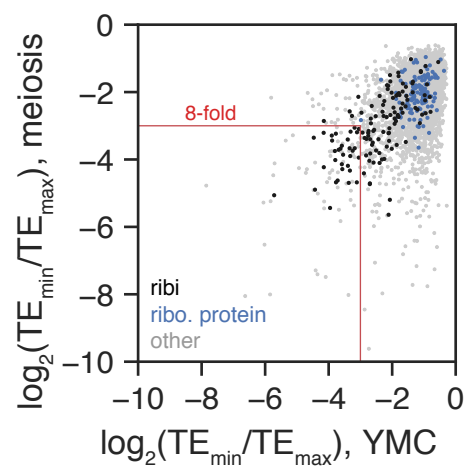

C)

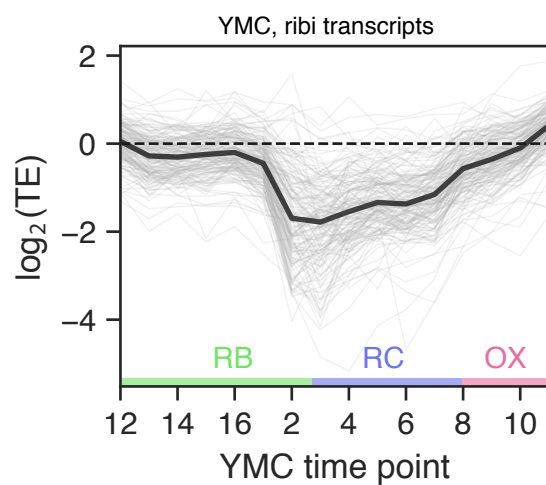

D)

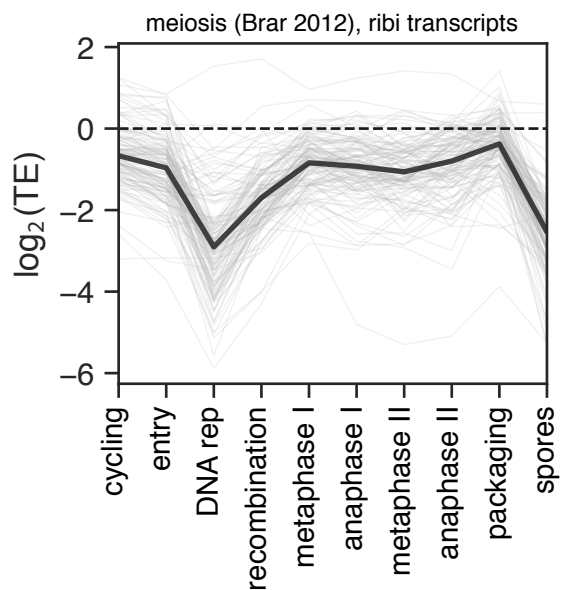

Figure S2

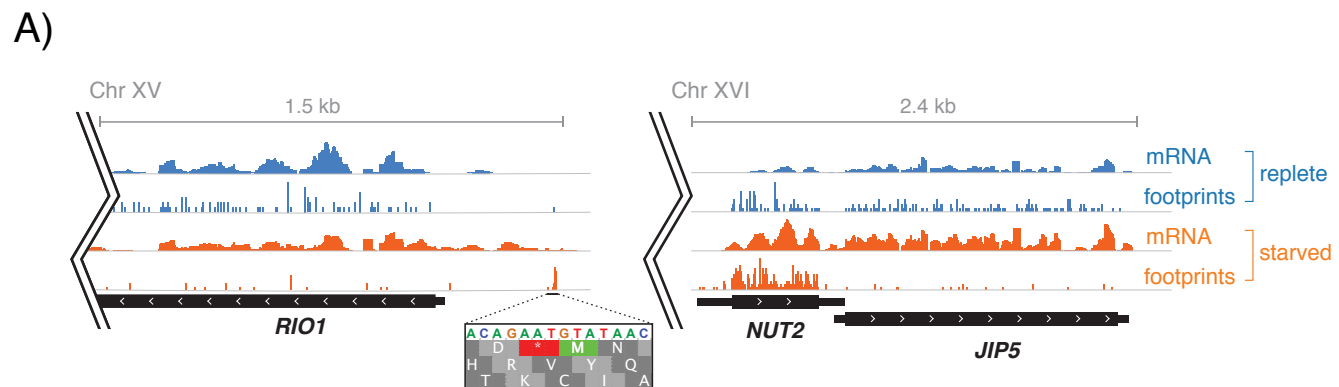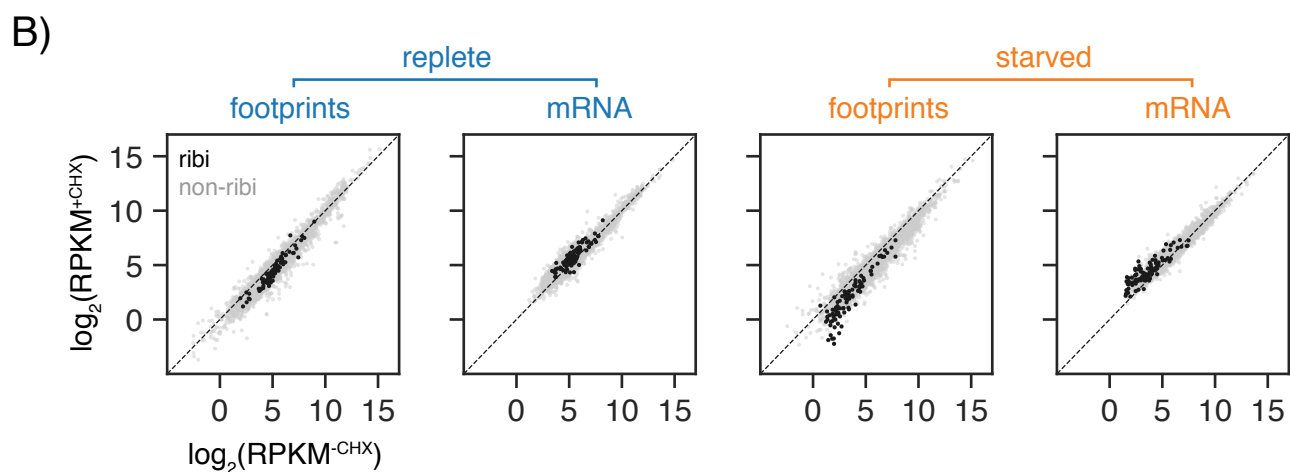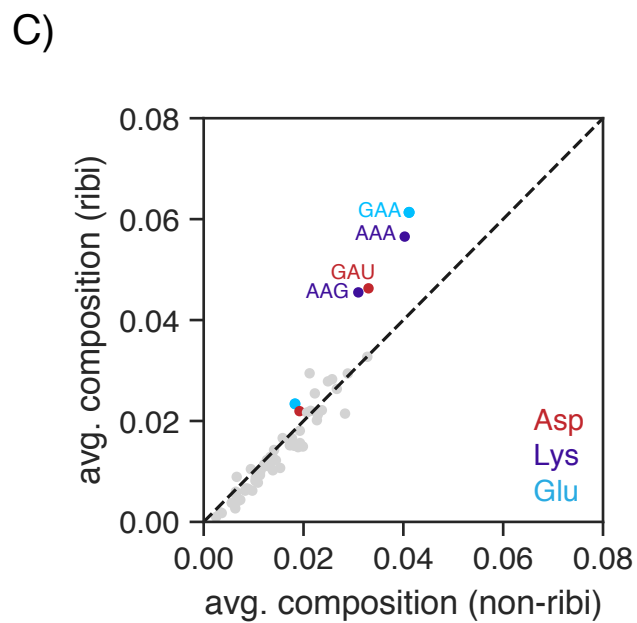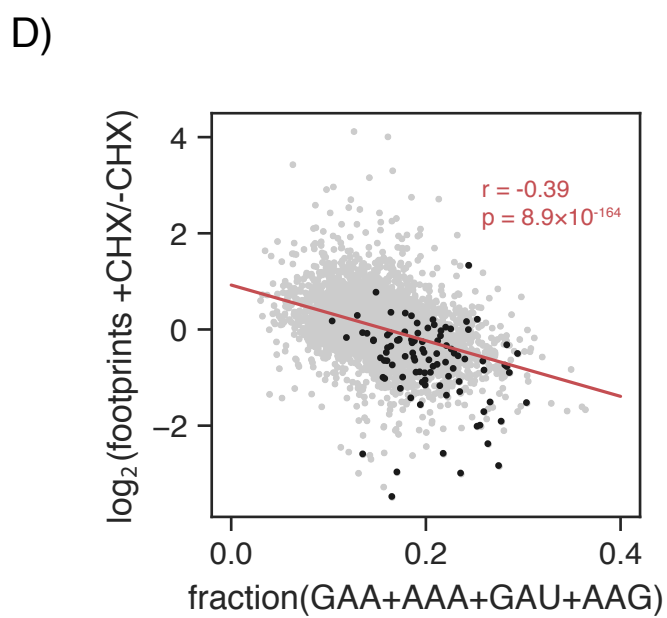

# Figure S3

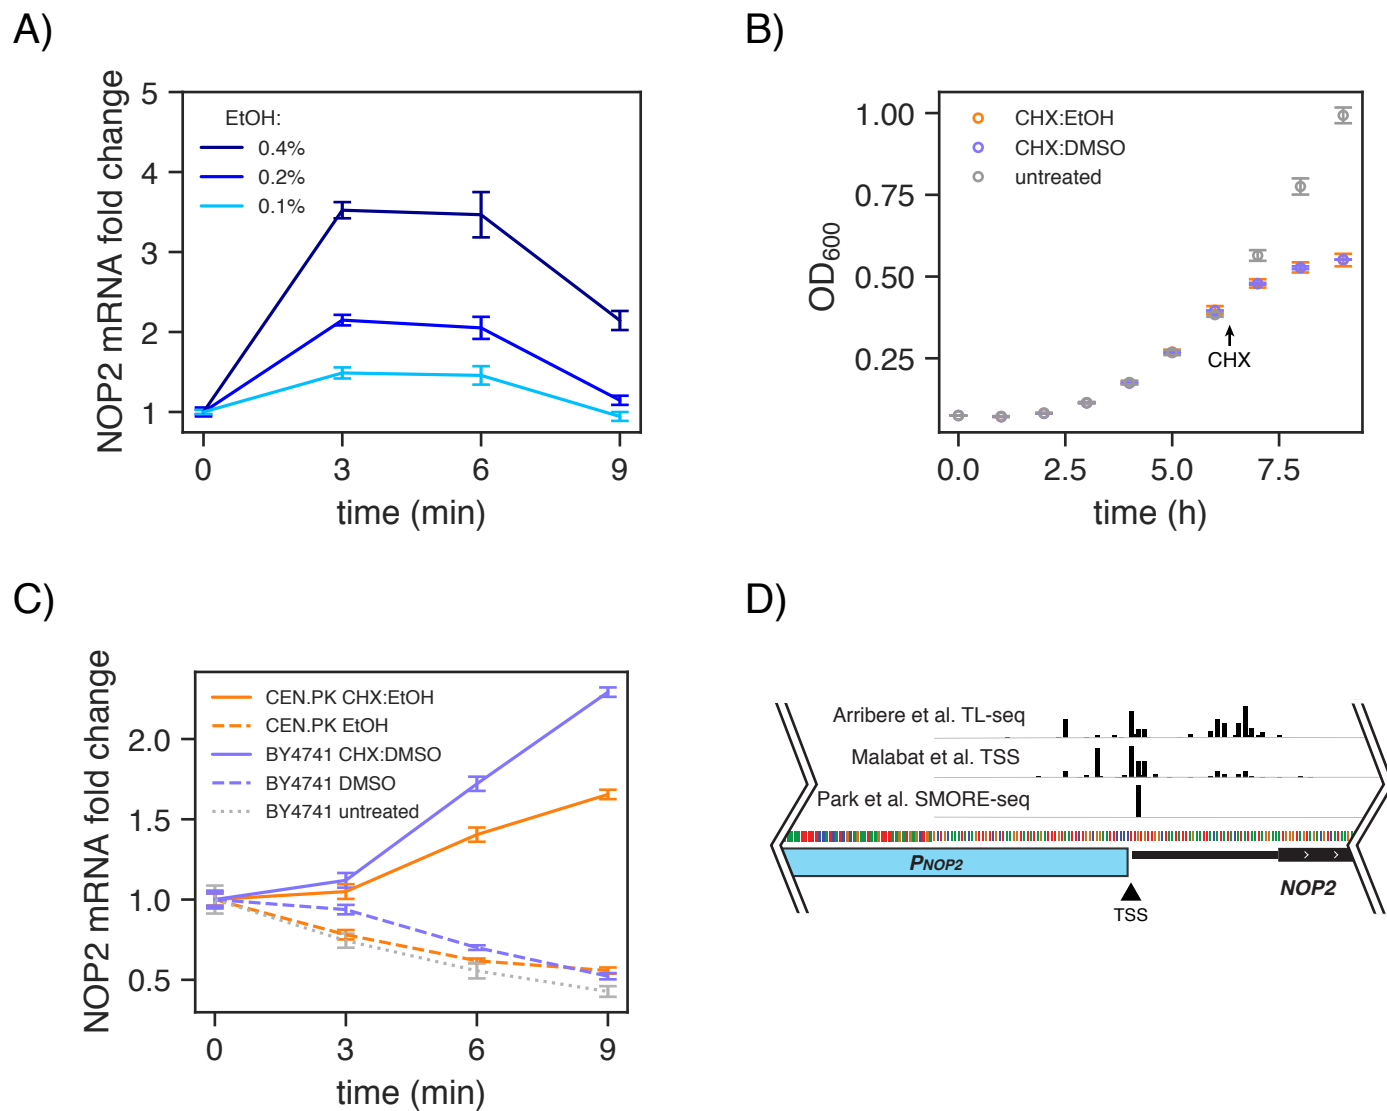

Figure S4

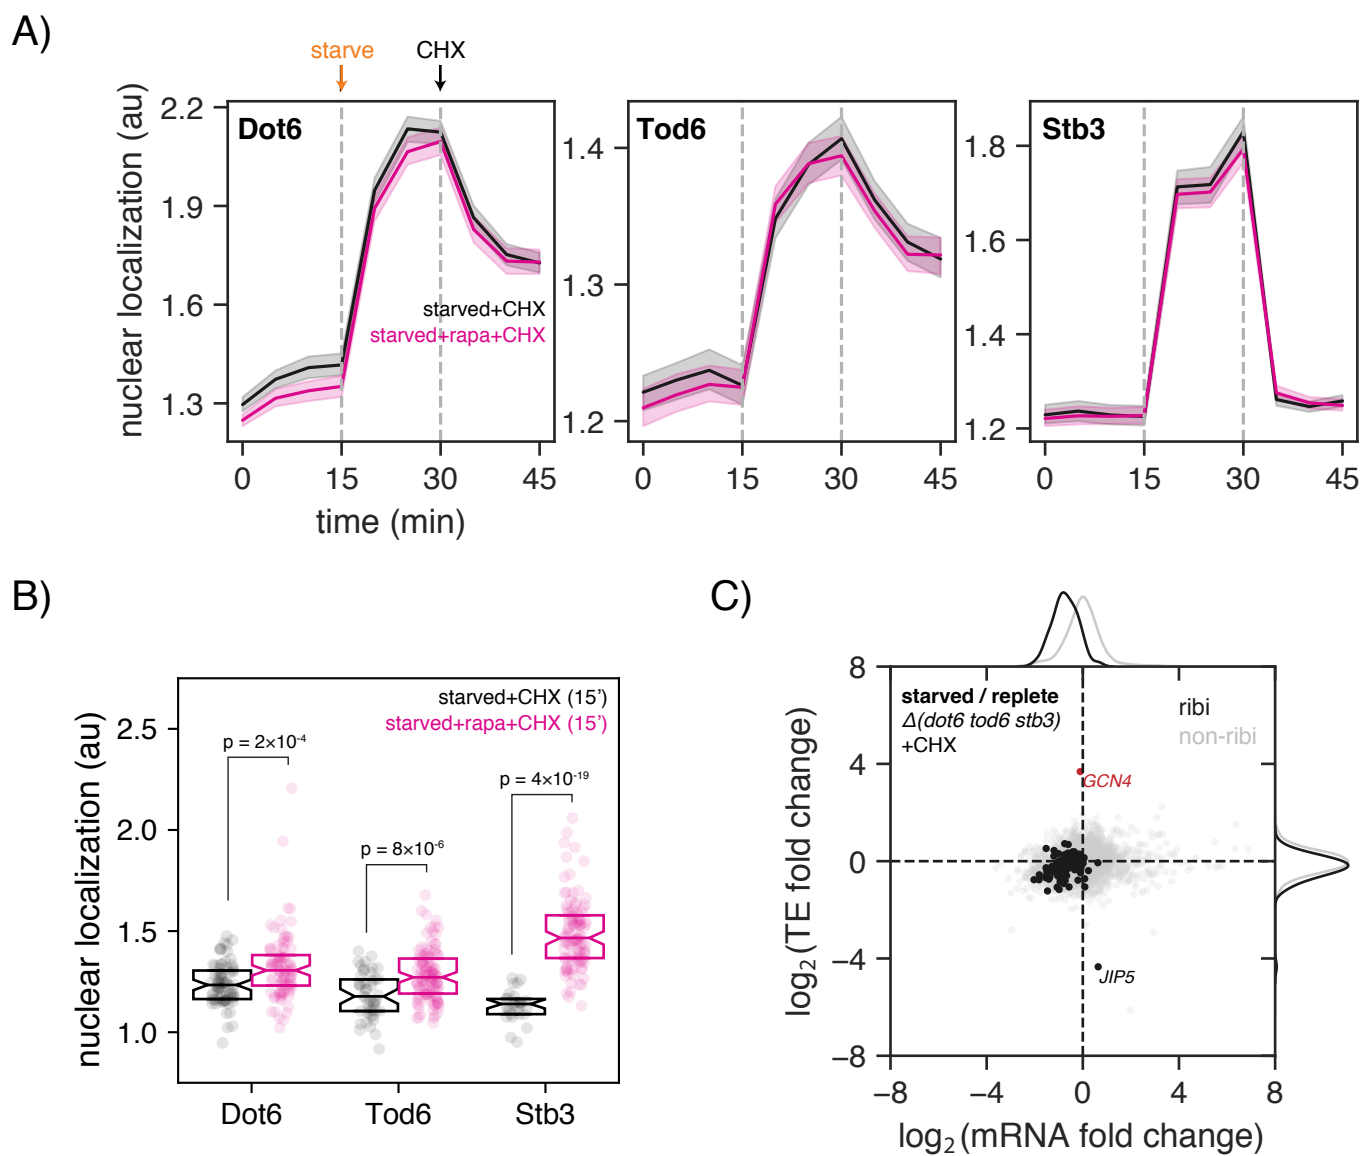

Supplementary Table S1. Strains used in this study

| NAME    | DESCRIPTION                                                            | MAT | GENOTYPE                                                                                                                    | PARENT                    | SOURCE                                   |
|---------|------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------|---------------------------|------------------------------------------|
| yJW1201 | BY4741                                                                 | a   | <i>his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                                                                     | S288C                     | Brachmann et al. (1998). PMID: 9483801   |
| yJW1857 | CEN.PKa                                                                | a   | WT                                                                                                                          | sporulated from CEN.PK122 | van Dijken et al. (2000). PMID: 10862876 |
| yJW1860 | <i>K.lac NOP2</i>                                                      | a   | <i>nop2::klNOP2 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                                                        | BY4741                    | this study                               |
| yJW1861 | <i>K.lac NOP2<sub>i</sub>; P<sub>CCW12</sub>-NOP2</i>                  | a   | <i>nop2::klNOP2 yhrdelta14::P<sub>CCW12</sub>-NOP2::kanMX6 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                             | yJW1860                   | this study                               |
| yJW1862 | <i>K.lac NOP2<sub>i</sub>; P<sub>NOP2</sub>-NOP2</i>                   | a   | <i>nop2::klNOP2 yhrdelta14::P<sub>NOP2</sub>-NOP2::kanMX6 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                              | yJW1860                   | this study                               |
| yJW1863 | <i>P<sub>NOP2</sub>-5'UTR<sub>ADH1</sub>-EGFP-3'UTR<sub>ADH1</sub></i> | a   | <i>yhrdelta14::P<sub>NOP2</sub>-5'UTR<sub>ADH1</sub>-EGFP-3'UTR<sub>ADH1</sub>::kanMX6 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i> | BY4741                    | this study                               |
| yJW1864 | <i>Δ(dot6 tod6 stb3)</i>                                               | a   | <i>dot6::LEU2 tod6::URA3 stb3::kanMX6 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                                  | BY4741                    | this study                               |
| yJW1865 | Dot6-EGFP; H2B-mRuby2                                                  | a   | <i>dot6::DOT6-EGFP::kanMX6 htb2::HTB2-mRuby2::SpHIS5 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                   | BY4741                    | this study                               |
| yJW1866 | Tod6-EGFP; H2B-mRuby2                                                  | a   | <i>tod6::TOD6-EGFP::kanMX6 htb2::HTB2-mRuby2::SpHIS5 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                   | BY4741                    | this study                               |
| yJW1867 | Stb3-EGFP; H2B-mRuby2                                                  | a   | <i>stb3::STB3-EGFP::kanMX6 htb2::HTB2-mRuby2::SpHIS5 his3-Δ1 leu2-Δ0 met15-Δ0 ura3-Δ0</i>                                   | BY4741                    | this study                               |

**Supplementary Table S2. Plasmids used in this study**

| NAME                       | DESCRIPTION                                                                                                     | PURPOSE                                  | SOURCE        |
|----------------------------|-----------------------------------------------------------------------------------------------------------------|------------------------------------------|---------------|
| pFA6a-link-yoEGFP-Kan      | EGFP-Kan                                                                                                        | Tag ribi transcription factors with EGFP | Addgene 44900 |
| pFA6a-link-yomRuby2-SpHis5 | mRuby2-His                                                                                                      | Tag H2B with mRuby2                      | Addgene 44858 |
| pJW1746                    | pRS306_YHRCdelta14UP-P <sub>CCW12</sub> -NOP2-KanR-YHRCdelta14DOWN                                              | PCR template to generate yJW1861         | this study    |
| pJW1747                    | pRS306_YHRCdelta14UP-P <sub>NOP2</sub> -NOP2-KanR-YHRCdelta14DOWN                                               | PCR template to generate yJW1862         | this study    |
| pJW1748                    | pRS306_YHRCdelta14UP-P <sub>NOP2</sub> -5'UTR <sub>ADH1</sub> -EGFP-3'UTR <sub>ADH1</sub> -KanR-YHRCdelta14DOWN | PCR template to generate yJW1863         | this study    |

**Supplementary Table S3. Oligonucleotides used in this study**

| NAME    | SEQUENCE                                                       | PURPOSE            | DESCRIPTION              |
|---------|----------------------------------------------------------------|--------------------|--------------------------|
| oAF66   | /5rApp/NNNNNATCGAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (ATCG) |
| oAF67   | /5rApp/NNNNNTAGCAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (TAGC) |
| oAF68   | /5rApp/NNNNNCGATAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (CGAT) |
| oAF69   | /5rApp/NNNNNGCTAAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (GCTA) |
| oAF70   | /5rApp/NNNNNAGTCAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (AGTC) |
| oAF71   | /5rApp/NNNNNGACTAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (GACT) |
| oAF72   | /5rApp/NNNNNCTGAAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (CTGA) |
| oAF73   | /5rApp/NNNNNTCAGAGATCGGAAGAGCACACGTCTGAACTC/3ddC/              | ribosome profiling | 3' cloning linker (TCAG) |
| oAF74   | /5Phos/AGATCGGAAGAGCGTCGTGTAGGGAAAGAG/iSp18/CTGGAGTTCAGACGTGTG | ribosome profiling | RT                       |
| oAF75   | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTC              | ribosome profiling | PCR (universal)          |
| oAF76   | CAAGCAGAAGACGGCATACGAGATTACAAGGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 12)           |
| oAF77   | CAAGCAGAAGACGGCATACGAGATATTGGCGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 6)            |
| oAF78   | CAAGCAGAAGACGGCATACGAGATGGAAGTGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 14)           |
| oAF79   | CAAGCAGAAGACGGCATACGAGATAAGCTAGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 10)           |
| oAF80   | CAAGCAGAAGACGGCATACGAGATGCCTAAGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 3)            |
| oAF81   | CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 1)            |
| oAF82   | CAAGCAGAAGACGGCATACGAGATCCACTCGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 23)           |
| oAF83   | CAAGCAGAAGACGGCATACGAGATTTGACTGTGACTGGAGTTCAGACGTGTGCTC        | ribosome profiling | PCR (index 13)           |
| oDAS220 | CGTCTGGATTGGTGGTTCTATC                                         | qPCR               | ACT1 (For)               |
| oDAS221 | GGACCACTTTCGTCGTATTCTT                                         | qPCR               | ACT1 (Rev)               |
| oDAS880 | TCTATCCGCCATTGATTCTGTT                                         | qPCR               | NOP2 (For)               |
| oDAS881 | CTATGACAGCTTCGTCCTCTTC                                         | qPCR               | NOP2 (Rev)               |

## SUPPLEMENTARY FIGURE AND TABLE LEGENDS

### Supplementary Figure S1.

(A) Overview of metabolic cycles observed over ~40 hours. Decreases in dissolved oxygen correspond to the OX phase of the YMC. Time points 1-16 are highlighted; detail shown in Figure 1B. (B) Scatter plot of the TE range (min/max) exhibited by each gene in meiosis vs the YMC. 

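In the YMC, 3 of the 107 RP genes that met the minimums at every time point reached a TE range of 8-fold or more, and their median range was 2.53-fold.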

The set of genes with 8-fold or more TE change in both time courses (red box) is highly enriched for ribi factors, but not protein subunits of the cytoplasmic ribosome. (C) TEs of ribi genes over the YMC time course. Each gene is shown as a thin grey line; the median of all ribi genes is shown as a thick black line. 

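For these values, the median log2 TE of all genes was first subtracted in each sample. Relative to each gene's mean over the 16 samples, the median log2 TE of ribi genes was -0.77 at time point 3, where the culture passes from RB to RC, and -0.56 at time point 4. Time point 2, with 62.88% dissolved oxygen, had a still lower median. After the maximum at time point 11, the last of the OX phase with 47.28% dissolved oxygen, the median was 0.48 at time point 12, the first of the next RB phase.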

In general, TEs appear to be low during the RB to RC transition, and high at the end of OX. (D) TEs of ribi genes through meiosis, from (1). TEs appear to be low during DNA replication and in spores.

### Supplementary Figure S2.

(A) mRNA and footprint counts mapped to the *RIO1* and *JIP5* loci. In starved cells the *RIO1* transcript is extended on the 5' end (minus strand; 5' end is to the right). The longer isoform incorporates a short ORF consisting of a start codon immediately followed by a stop codon, and a large peak of ribosome density is observed here in starved cells. Footprint density is greatly reduced at *JIP5* in starved cells, however the proximity of *NUT2* makes it difficult to assess whether the transcript architecture changes. Y-axis scales are consistent for mRNA and footprint tracks, respectively, at each locus. Footprint counts are mapped to ribosomal P-sites; RNA-seq counts are evenly apportioned across the length of each sequencing read. (B) Scatter plots of normalized counts (RPKM) in amino acid starvation experiments with- vs. without-CHX pretreatment. Ribi gene counts fall off-diagonal in starved cells. 

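NOP2 (YNL061W) had 703 mRNA counts in starved BY4741 cells with CHX and 258 without, a log2 ratio of 1.23 after subtracting the median of all genes (95% counting interval 1.03 to 1.44). Its footprint ratio was -0.56 (-1.17 to 0.05), an interval that includes 0, from 30 and 75 footprints. The TE ratio was -1.82 (-2.46 to -1.18). In replete cells the ratios of NOP2 were 0.07 for mRNA and -0.11 for TE.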

(C) Average codon composition of ribi vs non-ribi genes. Certain Asp, Lys, and Glu codons are enriched in ribi genes. (D) Genes enriched in GAA, AAA, GAU, and AAG codons have lower footprint counts in CHX-treated vs -untreated cells. While ribi genes (black) are enriched in these codons, the correlation holds for all genes.

### Supplementary Figure S3.

(A) Ethanol was added to starved cells at t=0 and *NOP2* mRNA abundance was monitored over time. Percentages reflect the final concentration (vol/vol) of added ethanol in the culture. Error bars represent the standard deviation of 3 technical replicates from a single biological sample. (B) BY4741 was grown in SD in a 30 °C shaking incubator and OD was monitored over time. CHX

dissolved in ethanol or DMSO was added immediately following the 6-hour time point. CHX inhibits growth regardless of the solvent. Error bars represent the standard deviation of 3 biological replicates. (C) The prototrophic strain CEN.PK has an attenuated response to CHX in ethanol compared to the same treatment in the auxotrophic strain BY4741 (compare to Figure 3A, solid orange line). The change in *NOP2* mRNA is of similar magnitude to BY4741 treated with CHX in DMSO. Both strains have nearly identical responses to the respective vehicle treatments, which resemble an untreated control. Error bars represent the standard deviation of 3 technical replicates from a single biological sample. (D) The *NOP2* promoter was defined as the 285 bp region from the boundary of the upstream gene (*GCD10*) to the consensus *NOP2* transcript start site (2–4). Blue box, *NOP2* promoter; thin black box, 5' UTR from (5); thick black box, coding sequence.

#### **Supplementary Figure S4.**

(A) The experiment in Figure 4C was repeated with rapamycin added to the starvation medium. In a microfluidic plate, rapamycin does not alter the localization of these transcription factors following CHX treatment. (B) Repeat of the above experiment in a flask. Cells were pelleted and re-suspended in starvation medium with (pink) or without (black) 200 nM rapamycin. After 15 min CHX was added, and after an additional 15 min cells were imaged in glass-bottom wells. All three transcription factors show increased nuclear localization in the presence of rapamycin. P-values were calculated using a two-sided t-test. 

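The response of mRNA to starvation was compared between the library labelled as the triple deletion and the 4 strains with intact repressors, in an edgeR model with the strain as a block, where the single pair of yJW1864 is assumed to vary like the other strains. The ribi genes had a response 0.97 higher in the library so labelled (median log2 difference, adjusted p = 1.4e-81 from limma's camera and 0.0019 from fry, which holds the call). Of 209 ribi genes, 196 differed in this direction, 163 at an adjusted p under 0.05 over all genes and 174 adjusted over the list alone, and 2 were called lower. Of all 5060 genes tested, 905 differed at this threshold, 676 higher and 229 lower, and with RLE size factors 853, 544 higher and 309 lower. The number was 158 without the block and 550 without yJW1862. Among genes that differed in the same direction from every strain, the largest differences were those of DHR2 at 2.60 (standard error 0.21, adjusted p = 3.4e-05 from edgeR), YOR387C at 2.40, which has a library with 0 counts, and FAF1 at 2.30. The most negative were those of YBR285W at -2.27 (standard error 0.40, adjusted p = 2.5e-03 from edgeR), SDH6 at -2.13 and ARO10 at -1.95. Of these 6 genes, DHR2 alone keeps the threshold without the block, and YOR387C also loses it with DESeq2. In simulated counts with 200 changed genes of 5064, this test recovered 72%, and 7.69% of its calls were false. No simulated culture had a starvation response of its own, so the share leaves out false calls from such a response. As a set, RP genes did not hold a difference under fry (0.30 higher, adjusted p = 0.010 from limma's camera and 0.10 from fry).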

(C) Ribi mRNAs still decrease following 20 min of amino acid starvation in a *dot6 tod6 stb3* triple deletion strain, though to a lesser degree than the WT strain (compare to Figure 2B).

#### **Supplementary Table S1.**

Yeast strains used in this study. MAT, mating type.

#### **Supplementary Table S2.**

Plasmids used in this study.

#### **Supplementary Table S3.**

Oligonucleotides used in this study. Non-standard bases are indicated using Integrated DNA Technologies' nomenclature (<https://www.idtdna.com/>). Sequences of oligos used for plasmid and strain construction are available upon request.

## SUPPLEMENTARY REFERENCES

1. Brar,G.A., Yassour,M., Friedman,N., Regev,A., Ingolia,N.T. and Weissman,J.S. (2012) High-Resolution View of the Yeast Meiotic Program Revealed by Ribosome Profiling. *Science*, **335**, 552–557.
2. Arribere,J.A. and Gilbert,W.V. (2013) Roles for transcript leaders in translation and mRNA decay revealed by transcript leader sequencing. *Genome Res.*, **23**, 977–987.
3. Malabat,C., Feuerbach,F., Ma,L., Saveanu,C. and Jacquier,A. (2015) Quality control of transcription start site selection by nonsense-mediated-mRNA decay. *eLife*, **4**.
4. Park,D., Morris,A.R., Battenhouse,A. and Iyer,V.R. (2014) Simultaneous mapping of transcript ends at single-nucleotide resolution and identification of widespread promoter-associated non-coding RNA governed by TATA elements. *Nucleic Acids Res.*, **42**, 3736–3749.
5. Nagalakshmi,U., Wang,Z., Waern,K., Shou,C., Raha,D., Gerstein,M. and Snyder,M. (2008) The transcriptional landscape of the yeast genome defined by RNA sequencing. *Science*, **320**, 1344–1349.

How the deposited data were processed for this re-analysis (not part of the article)

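Ribosome profiling and RNA-seq libraries were read for 28 biological samples, 56 libraries in all. The samples are 16 time points of 1 yeast metabolic cycle in CEN.PK, and replete and starved samples of BY4741 with and without CHX, of the reporter strains yJW1861, yJW1862 and yJW1863 with CHX, and of yJW1864, labelled as the dot6 tod6 stb3 deletion, with CHX. Each condition has 1 sample. Sample identities were taken from the labels and the paper's strain table, and every column of values used was matched to 1 sample, with 0 columns left unmatched.

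The authors clipped the linker from footprint reads and split the pooled samples with the FASTX tools. They removed molecular identifiers and barcodes with a script of their own, and the paper's text does not say whether reads with the same identifier were collapsed, so counting intervals are those of reads. The authors removed reads of rRNA and tRNA with Bowtie, aligned the rest with tophat to the S. cerevisiae genome, and counted them on each CDS with plastid. The genome build is not named in the paper's text, so no coordinates are printed. Footprints were counted at P-sites, RNA-seq reads at the 5′-most base after reverse complementing. Positions that are not unique, the first 30 codons and the last 5 codons were masked by the authors. The deposited values per gene are counts, not normalized, and RPKM, normalized by the authors to CDS length and total reads. CDS lengths leave out 108 bases in 44 libraries and 33 bases in the 12 libraries of the reporter strains, where the methods give 108. The deposited table of the YMC also gives dissolved oxygen as a percent, as the authors recorded it, and the sampling time in hours.

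From the deposited RPKM, TE was computed as footprint RPKM over mRNA RPKM. Fold changes were taken on the log2 scale and the median of all genes subtracted, following the paper's methods, for genes with at least 128 mRNA counts and 1 footprint count in both samples. For the YMC range, both minimums had to hold in all 16 samples. The files list 784 dubious ORFs, which were left out. Medians over a single pair of samples have no p-value. The p-values printed for the pair without CHX and for yJW1864 come from edgeR or set tests against the 4 strains, described below. The percentile of a list's median among 10000 random lists, drawn from 20 bins of mean expression, describes the libraries only. Intervals of medians are 95% binomial order-statistic intervals, those of single genes are counting intervals, and those of shares are Wilson intervals. With the minimums on the mean of both samples, a count of 0 was read as 1 count.

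From the deposited counts, edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was run on the 4 strains with intact repressors, harvested with CHX, with the strain as a block. The replete and starved samples of a strain are parts of 1 culture, so the strain pairs them. The deviations of replete and starved samples from their group means correlated across genes with r of 0.841, 0.643, 0.682 and 0.602 for mRNA in BY4741, yJW1861, yJW1862 and yJW1863, and 0.803, 0.586, 0.557 and 0.653 for footprints. Counts of BY4741 and of the reporter strains were made with different CDS masks, which the replete and starved samples of a strain share. These correlations can therefore come in part from the mask and not from the culture. Genes needed means of 128 mRNA counts and 1 footprint. Changes in TE were tested as the interaction of starvation with library type in 1 model. The pair of yJW1864 and the pair without CHX were each added as a single pair that is assumed to vary like the others. The same test for TE in yJW1864 was added after the data had been seen. Gene sets were tested with limma's camera and fry, with adjustment over 18 tests.

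The ribi set is a fixed list of 220 symbols, of which 210 matched the files' symbols and 10 a synonym, giving 212 genes. GO terms, which the paper used, were not used here. The set marked by the authors in their files holds 171 genes, 5 of them with no unmasked position, and was added as an alternative. RP genes are the 138 genes with symbols of RPL, RPS or RPP and a number. Gene names come from the files and from the RefSeq table of assembly R64 of S. cerevisiae S288C, in which 6049 identifiers of the files were found.

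The ribi list, the main settings, the designs, the alternatives of each result and the rule for named genes were set before the data were examined, except where a choice is said to have been added later. Named genes are those the paper names, the marker genes of the strains, the 3 largest rises and falls of each edgeR result among genes that moved the same way in every strain, and the 3 largest YMC ranges among genes with at least 32 footprints in every sample. Alternatives were other minimums, minimums on means, no subtraction of the median, TMM-scaled CPM in place of RPKM, RLE factors and DESeq2, no filter, no block, each strain left out, and dubious ORFs kept. Codon content was not analysed here.

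Total footprints in the starvation experiments lay between 3632217 and 20036606 per sample (median 7611929) and RNA-seq reads between 9648356 and 14773359 (median 11292513), so low ribi genes in starved samples rest on few footprints. The computations were tested on simulated data. With 200 changed genes of 5064, edgeR recovered 100% of them for mRNA, 98.5% for footprints and 97% for TE over 4 strains, with 3.38%, 4.37% and 3% false calls, and DESeq2 recovered 95.5% for TE with 8.17% false calls. The added test of TE in yJW1864 recovered 48.5%. In these simulated counts, cultures differed in levels shared by replete and starved samples and in noise of single libraries. They had no starvation response of their own, which matters most for the tests that rest on a single pair. In a simulated pair like BY4741 with CHX, a list given a TE change of -1.5 over 4993 genes came out at -1.49, and 82.5% of unchanged lists lay between percentiles 5 and 95, so the percentiles are less exact than a test. For the YMC range, a given range of 10 over 4797 genes came out at 10.1.

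The tools were python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.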

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

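The tests of mask and low counts for RP genes in BY4741, both tests of STB3, the test of low counts for yJW1864 and the tests of carry-over for ribi and RP TE in BY4741 were chosen only after the result was seen.

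In the response to starvation with CHX, BY4741 stood apart from the 3 reporter strains in 5 quantities. Its RP genes changed by -3.30 in footprints and -0.99 in TE, GCN4 by 4.95 in footprints, and CCW12 by -1.19 in footprints and -0.63 in TE. One value of another strain also stood apart, the TE of STB3 in yJW1862 at 0.47. In all, 6 of 45 groups of 4 strains passed the limit for a sample far from the others, where chance gives about 1 in 20. For the RP genes, the shorter CDS mask of the reporter strains is argued against by yJW1864, which has the longer mask of BY4741 and an RP TE median of -0.23, near the -0.18, -0.22 and -0.26 of the reporter strains. Low counts are argued against by a median of -0.99 among RP genes with at least 32 footprints in both samples, the same as without that minimum. Reads carried over from the CEN.PK libraries are argued against by the share that MET17 or LEU2 implies, taken out with the profile of each of 16 time points for either sample, which left the RP TE median between -1.17 and -0.97. BY4741 had the fewest footprints of the starved samples, 3812458, and the labels give no batch for any library, so a difference in library preparation stays open, as does a difference of that culture in its state when harvested. The values of GCN4, CCW12 and STB3 were not tested further.

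The response of ribi TE to starvation was 1.39 higher without CHX than with it (adjusted p = 1.7e-72 from limma's camera, 192 of 209 genes in this direction). The fall with CHX in BY4741 is not explained by counting noise alone. The median was -0.72 (95% interval -0.98 to -0.39) among ribi genes with at least 32 footprints in both samples. The minimum moved it toward 0, but such a minimum removes the genes that fell. Carry-over from the CEN.PK libraries is argued against by the reporter strains, which have 0 reads of MET17 and LEU2 and ribi TE medians no higher than -1.35. The mRNA ratio with over without CHX in starved cells was also set against 10000 lists matched on expression, the highest of which had a median of 0.26 against 0.59 for the ribi genes, which argues against a trend with expression level. The pair without CHX has no replicate and was collected by filtration instead of centrifugation, so CHX and the way of collecting cannot be separated in these libraries.

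In the library labelled as the triple deletion, the response to starvation was 0.97 higher in ribi mRNA and 1.31 higher in ribi TE than in the 4 strains with intact repressors (adjusted p = 1.4e-81 and 5.2e-103 from limma's camera, 0.0019 and 2.4e-04 from fry). For TE, 194 of 209 ribi genes differed in this direction, 97 of them at an adjusted p under 0.05 from edgeR over all genes and 142 adjusted over the list alone. In all, 144 genes were higher and 10 lower, led by DRS1 at 3.26 (adjusted p = 2.1e-04 from edgeR), YTM1 at 3.17, which DESeq2 did not call, and URA7 at 3.09. The 3 lowest were ADY3 at -3.55, a size that rests on 0 to 3 replete footprints in the intact strains, TOK1 at -1.57 and MRS6 at -1.37. These 6 genes lose the threshold without the block, ADY3 also without yJW1861 or yJW1863, and TOK1 without yJW1863. The total of 154 was 5 without the block, 98 without yJW1862 and 256 without BY4741. The deeper footprint libraries of yJW1864 were thinned to the depth of BY4741, keeping 93.0% of replete and 55.0% of starved footprints, and the ribi TE median stayed at -0.126 (-0.19 to -0.04), which argues against depth. Thinning the intact strains to the starved depth of yJW1864 decided nothing, since only yJW1863 lost reads (83.5% kept), and left their highest median at -1.30. Low counts are argued against as the whole cause by the genes with at least 32 footprints in both samples. Among them the ribi TE median was -0.12 in yJW1864 (95% interval -0.20 to -0.04) and at most -0.72 in the intact strains (-0.98 to -0.39 in BY4741, the highest). The pair has no replicate. A biological hypothesis, that the missing repressors change the response to CHX, stays open, and so does a difference of this 1 culture.

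STB3 had 657 footprints in the starved library labelled as the triple deletion, which the label says lacks the gene, and 857 in the replete one. A library of a strain with intact repressors and carry-over of reads from one are both argued against, since DOT6 and TOD6 reached at most 0.315% of the intact level in any of the libraries, where STB3 was at no less than 68.2%. What stays open, untested, is that STB3 was not deleted in this culture, or that only part of its CDS was, since counts per gene do not show where in the CDS the reads lie.

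MET17, which BY4741 lacks under the older name MET15, had 255 footprints in its starved library with CHX and 148 in the replete one, and LEU2, which it also lacks, had 17 and 28. The mRNA libraries had 7 and 11 reads of MET17 and 1 and 1 of LEU2, and the reporter strains had 0 of both. A candidate explanation is a small share of reads from the CEN.PK libraries, which carry both genes. In the starved footprint library LEU2 implies a share of 0.84% (95% counting interval 0.49 to 1.35) and MET17 one of 1.62% (1.43 to 1.83), but the levels of both genes vary over the CEN.PK time points by enough to cover this difference. URA3, which BY4741 lacks too, had 1 footprint (upper limit 5.57), where the MET17 share predicts between 1.89 and 9.15 over the time points. Carry-over and another source therefore cannot be told apart from these counts, because it is not known which time point would have contributed. No biological explanation was tested.

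LEU2 had 895 footprints in the starved library labelled as the triple deletion and 17 in the replete one, but 1 and 0 mRNA reads, and MET17 had 0 footprints there. Supplementary Table S1 gives this strain LEU2 in place of DOT6 and URA3 in place of TOD6. URA3, which BY4741 lacks, had 205 and 807 footprints and 711 and 1052 mRNA reads, starved and replete, as the genotype predicts. Reads of LEU2 are expected too, so what departs from the genotype is the near absence of its mRNA in both libraries and of its footprints in the replete one. Neither a technical nor a biological explanation was tested for LEU2 in these libraries.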

How the results depend on the processing

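The authors' marked ribi set, the time points left out one at a time, the means over strains with a strain left out, the share of genes within 2-fold and the fit of TE in yJW1864 were chosen only after the result was seen.

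Across the main results and their alternatives, 318 values moved by less than their spread or stayed within 1.5 times, and 81 moved by more. The ribi TE median without CHX and the RP mRNA ratio in replete cells, whose intervals include 0, changed sign when the median of all genes was not subtracted. Among values of single genes and further medians and shares, 1997 stayed, 185 moved, 45 lost and 4 gained the threshold, and 15 reversed. Where no cause is given for a move, the cause was not tested.

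Leaving out the strain block lowered the number of genes past the threshold from 2081 to 934 for TE, from 905 to 158 for the difference of mRNA in yJW1864, from 132 to 20 for the difference of TE without CHX and from 154 to 5 for the difference of TE in yJW1864. The block removes differences between strains that replete and starved samples share, which the pairing of the samples shows to be large. Part of these differences can come from the CDS mask, which is not the same for BY4741 and the reporter strains. Without the block the numbers were 3343 for mRNA and 3167 for footprints. Of the calls of named genes, 23 lost the threshold without the block and kept their direction, and no other call of a named gene changed with it. With each strain left out in turn, the numbers ranged from 1361 to 2098 for TE, from 550 to 1093 for mRNA in yJW1864, from 84 to 194 for TE without CHX and from 98 to 256 for TE in yJW1864. DESeq2 gave 2080, 729, 173 and 150 for these 4 results, and edgeR with RLE factors 853 for mRNA in yJW1864.

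Of the 35 ways to split the 8 samples of the 4 strains into groups of 4, without the block, 1 of 35, the real one, gave as many genes as starvation did, in each of mRNA, footprints and TE. The highest number from any other split was 0. In the 8 splits that swap the samples within strains, the highest other number was also 0, although 8 splits cannot give a share under 0.05.

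Not subtracting the median of all genes moved the most values. In the YMC, the ribi medians between time points 4 and 11 became -3.81 in footprints and -1.88 in TE, and the RP TE median -0.82. On starvation, the ribi mRNA median in BY4741 with CHX became -1.58, the footprint and TE medians without CHX -1.75 and 0.18, and in yJW1864 the mRNA and footprint medians -0.55 and -0.61. The means over 4 strains became -1.56, -2.89 and -1.30 for ribi mRNA, footprints and TE and -1.89 for RP mRNA. With CHX over without in starved cells, the ribi medians became 0.82, -1.26 and -2.08 in mRNA, footprints and TE, and the RP medians -0.057 in mRNA and -0.98 in footprints. In replete cells the ribi medians became 0.55, -0.68 and -1.24, and the RP medians 0.25 in mRNA and 0.18 in footprints. The shares of other genes within 2-fold became 95.6% and 69.2% for mRNA and footprints in starved cells, and 91.9% and 83.9% in replete cells. All 15 reversals came with this setting, which by its construction turns the sign of a value smaller than the subtracted median. The RP TE ratio in replete cells became -0.18. CCW12 in BY4741 without CHX became 0.012 in mRNA, 0.22 in footprints and 0.21 in TE, and ADH1 0.28 in footprints. With CHX over without in starved cells, GCN4 became -0.40 in footprints and -0.68 in TE, and ADH1 -0.49 and -0.30. CCW12 mRNA in replete cells became 0.26, GCN4 mRNA in yJW1864 0.081, CCW12 footprints 0.030, 0.27 and 0.34 in yJW1861, yJW1862 and yJW1863, and ADH1 TE in yJW1862 0.030.

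A minimum of 32 footprints, which removes ribi genes that fell, moved the ribi medians of BY4741 with CHX to -1.44 in mRNA, -2.18 in footprints and -0.72 in TE, the means over 4 strains to -1.63, -2.73 and -1.08, and the ratios with over without CHX in starved cells to -0.33 in footprints and -0.83 in TE. The shares of other genes within 2-fold became 91.6% for footprints in starved and 93.3% in replete cells. A minimum of 32 mRNA counts, which adds low genes, moved the ribi mRNA median without CHX to -2.48 and the starved ratios to 0.82 in mRNA and -1.70 in TE, and the shares within 2-fold to 97.0% and 87.7% in starved and 94.5% and 90.7% in replete cells. With the minimums on the mean of both samples these became -2.61, 0.83 and -1.68, and the mRNA shares 97.3% and 94.6%. CPM with TMM factors moved only the TE ratio in replete cells among these main results, to -0.33.

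In the YMC, the median range became 2.06 with 128 footprints, 2.23 with the mRNA minimum on the mean, 1.99 with TE divided by the sample median and 1.77 with the second extremes. The 99th percentile became 12.0 with 32 footprints, 7.36 with 128, 15.0 with TE divided by the sample median and 8.42 with the second extremes. The genes at 8-fold became 119, 33 and 58 with 32 footprints, 128 footprints and the second extremes, and the ribi genes among them 15 with 128 footprints, 37 with TE divided by the sample median, 11 with the second extremes. With each time point left out in turn, the median ranged from 2.101 to 2.18, the 99th percentile from 15.5 to 17.9, the genes at 8-fold from 133 to 184 and the ribi genes among them from 32 to 62, the lowest of each without time point 11. Dubious ORFs changed nothing in the YMC, since 0 of them pass the minimums.

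Depth limits which genes can be compared. In BY4741 starved against replete, 191 of 212 ribi genes met the minimums with CHX and 128 without. In starved cells with CHX over without, 128 met them, and 202 with a minimum of 32 mRNA counts. The starved RNA-seq libraries were of similar depth, 12114564 reads with CHX and 11394066 without, so the lower number is not explained by their depth alone. The codon analysis and its alternatives were not run, since they need a genome sequence, and GO terms as the other ribi set were not used here.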

Differences from the paper's values

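The comparison with the authors' marked set and the naming of ESF1 were chosen only after the result was seen. The paper's values that were compared are those of the YMC TE range and the log2 changes of named genes and reporters. The log2 changes and the number of genes at 8-fold were read from the figures. In the main settings, no log2 change differed from the value here by more than its error. No value of the YMC range differed by more than 1.5 times, which is a wide limit.

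The paper gives the 99th percentile of TE range as at least 20-fold, and the value here is 17.9. Fig. 1C shows about 230 genes at 8-fold or more, read by eye, against 184 here. Of the settings fixed before the data were examined, the mRNA minimum on the mean over samples gave 21.5-fold and 234 genes, and the others gave no higher 99th percentile than 17.9.

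The paper names JIP5 and RIO1 as the ribi genes that keep a large fall in TE without CHX. Over 128 ribi genes on the list used here, 3 fell by more than 2 on the log2 scale, and ESF1, which is outside the authors' marked set, was the third, at -2.19.

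The paper states that CHX did not lower footprints of RP genes. Here the median ratio with over without CHX of 104 RP genes was -0.24 in starved cells and, of 112, 0.70 in replete cells, relative to all genes. The value in starved cells rests on the library of BY4741 with CHX, whose RP footprints fell by -3.30 on starvation against -2.21 ± 0.07 (SD, n = 3) in the reporter strains. For some analyses the paper counted RP genes without the mask for repeated sequence, whereas the deposited masked values were used here.

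Fig. 2D marks the mRNA ratio of ribi genes in replete cells as not significant. The median here was 0.26, above all 10000 random lists matched on expression, which is a description of 1 pair of libraries and not a test.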

Other observations

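No test in this part was chosen after the result was seen.

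The wide range of TE over the YMC was set against counting noise, as a hypothesis. With a constant TE for every gene, no simulation out of 100 gave more than 1 gene at 8-fold, against 184 observed, which argues against counting noise as the cause of the long tail as a whole. Whether single genes with few footprints owe their range to noise is not decided by this.

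The peak of ribi mRNA in the YMC came with that of RP mRNA at time point 11, with medians of 1.70 and 1.18 relative to each gene's mean. In each sample the median of all genes was subtracted first. Ribi mRNA stood at 1.52 at time point 10 and 0.11 at time point 12, while RP mRNA was 1.06 at time point 12 and 0.90 at time point 13. With 1 sample per time point, the order has no replicate check.

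In the YMC, GCN4 had a TE range of 2.73-fold, with its highest TE at time point 10, and ACT1 one of 1.52-fold. RIO1 reached 13.7-fold and JIP5 8.29-fold, both with their highest TE at time point 11, and NOP2 7.64-fold. ADH1, which is not a ribi gene, reached 6.08-fold. Of the repressor genes, TOD6 had a range of 3.54-fold, DOT6 of 1.72-fold and STB3 of 1.40-fold.

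In yJW1864, GCN4 rose by 3.68 in TE on starvation (95% counting interval 3.59 to 3.77), and RP genes changed by -1.82 in mRNA and -2.06 in footprints over 106 genes.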
